# Reduced Oligodendrocyte Precursor Cell Impairs Astrocytic Development in Early Life Stress

**DOI:** 10.1002/advs.202101181

**Published:** 2021-06-21

**Authors:** Yuxin Wang, Yixun Su, Guangdan Yu, Xiaorui Wang, Xiaoying Chen, Bin Yu, Yijun Cheng, Rui Li, Juan C. Sáez, Chenju Yi, Lan Xiao, Jianqin Niu

**Keywords:** astrocytic network, connexin, glial interaction, neuropsychiatric disorder, parental isolation

## Abstract

Astrocyte maldevelopment is implicated in various neuropsychiatric diseases associated with early life stress. However, the underlying astrocytopathy mechanism, which can result in the psychiatric symptoms, remains unclear. In this study, it is shown that a reduced oligodendrocyte precursor cell (OPC) population accompanies hindered hippocampal astrocytic development in an improved parental isolation mouse model, and that the loss of OPCs suppresses astrocytic network formation and activity. It is further demonstrated that OPC‐derived Wnt ligands, in particular Wnt7b, are required for Wnt/*β*‐catenin pathway‐mediated astrocytic development and subsequent effects related to neuronal function. In addition, focal replenishment of Wnt7a/b is sufficient to rescue astrocytic maldevelopment. These results elucidate a Wnt‐paracrine‐dependent but myelin‐independent role of OPCs in regulating astrocytic development, which provides a unique insight into the astrocytopathy mechanism in early life stress, and can be implicated in the pathogenesis of human early life stress‐related neuropsychiatric disorders.

## 1 Introduction

With increasing and uneven urbanization in developing countries, the movement of migrant laborers has resulted in an increasing number of left‐behind children, who suffer from early life stress due to emotional or physical neglect.^[^ ^1^ ^]^ Early life stress is a major contributor to neuropsychiatric disorders in adulthood. Studies show that exposure to early life stress by these left‐behind children is directly implicated in psychiatric disorders such as emotional and psychosocial symptoms, including inclinations to impulsive behavior, anxiety, depression, and others.^[^ ^2^ ^]^ Although the primary underlying mechanism remains unclear, it has been considered that the normal brain function is altered.

The normal function of the central nervous system (CNS) relies upon not only the neurons, but also the precise coordination of the glial cells.^[^ ^3^ ^]^ Astrocytes are the most abundant glial cell type in the CNS. Mature and functional astrocytes form astrocytic networks through connexin‐based gap junctions, allowing signal propagation among astrocytes and communication with neurons and other glial cells,^[^ ^4^ ^]^ supporting local neuronal activity,^[^ ^5^, ^6^ ^]^ and even governing subsequent behavioral outcomes.^[^ ^4^, ^6^, ^7^ ^]^ Astrocyte maldevelopment and dysfunction, including dysregulation of astrocytic connexins, have been identified in maternal isolation animal models that mimic the early life stress,^[^ ^8^ ^]^ as well as in postmortem tissue from related‐neuropsychiatric patients, such as in depression and schizophrenia.^[^ ^9^, ^10^, ^11^ ^]^ However, the mechanism of astrocytopathies in early life stress‐induced neuropsychiatric disorders remains to be elucidated.

Intriguingly, insights from human postmortem brain tissues have shown that altered astrocytes are often associated with aberrant oligodendroglial lineage cells in neuropsychiatric disorders, such as major depressive disorder and schizophrenia,^[^ ^10^, ^11^, ^12^, ^13^, ^14^ ^]^ raising the possibility that these two different glial cell types may interact in the pathogenesis of neuropsychiatric disorders. Oligodendrocyte precursor cells (OPCs) are ubiquitously distributed throughout the CNS, even in the regions with sparse myelination.^[^ ^15^ ^]^ They can not only function as the precursors for myelinating oligodendrocytes (OLs), but also play a myelin‐independent role in maintaining brain function.^[^ ^16^, ^17^ ^]^ Previous studies have indicated that defective astrocytes can strongly impair OPC development and function in neural disorders,^[^ ^18^ ^]^ but whether this interaction can take place in the opposite manner during the progress of early life stress and contribute to the pathogenesis of neuropsychiatric disorders is still unknown.

In this study, we improved the traditional maternal isolation model by excluding the effects of nutrient‐supply difference, and assessed the interaction between astrocytes and OPCs. We found that reduced OPC‐derived Wnt ligands, in particular Wnt7b, are crucial for astrocytic maldevelopment leading to defective astrocytic network formation and activity. This process subsequently leads to neuronal dysfunction and neuropsychiatric symptoms. Our results demonstrate a new interaction manner between OPCs and astrocytes via the Wnt signaling pathway, and propose a novel etiological mechanism and a potential therapeutic target for early life stress‐related neuropsychiatric disorders.

## 2 Results

### 2.1 Improved Postnatal Parental‐Isolation Model Induced Neuropsychiatric Behaviors and Astrocyte Maldevelopment

Traditional postnatal maternal‐isolation models are established by separating mouse pups from their mothers and littermates. However, these models suffer from a significant caveat, as control groups not only have regular caring but also access to milk feed.^[^ ^19^ ^]^ To distinguish the effects caused by the lack of caring from nutrient deficiency, we established a new control group, in which mouse pups were separated from their mothers but remained with their fathers, who can provide parental care^[^ ^20^ ^]^ but not milk (**Figure** **1**A). Our results mimicked the neuropsychological symptoms due to the lack of parenting, showing that the isolated mouse displayed significantly higher rates of impulsive (Figure 1B), depressive (Figure 1C), and anxiety‐associated (Figure 1D,E) behaviors but no cognitive dissonances (Figure 1F).

**Figure 1:**
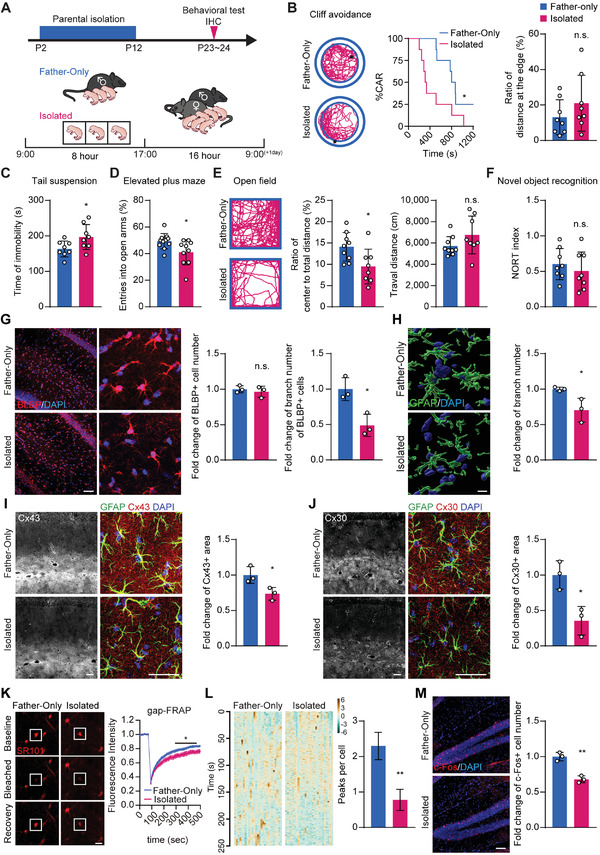
Improved parental isolation‐induced neuropsychiatric behaviors and astrocyte maldevelopment. A) To set up the isolated group (Isolated), mouse pups were separated from their parents and housed individually for 8 h daily (9:00–17:00) from P2 to P12. In the control group (Father‐only), mouse pups were separated from their mothers but stayed with their fathers. Mouse pups were subjected to behavioral tests and IHC analysis on P23. B) Cliff avoidance test: Left: representative diagram of the cliff avoidance test. Black dots represent the mouse position at the experiment endpoint. Middle: reduced cliff avoidance reaction (CAR) was observed in the isolated mice compared to the Father‐only control, suggesting an impulsive behavioral trait. Right: the ratio of travel distance at the edge to total distance was not significantly different between the two groups. The log‐rank (Mantel‐Cox) test was used to compare survival curves. C) Tail suspension test: Isolated mice displayed prolonged immobility times, suggesting depressive behavior. D) Elevated plus maze test: Isolated mice showed reduced entries into the open arm in the elevated plus maze test, suggesting anxiety‐like behavior. E) Open field test: Left: representative diagram of the open field test. The isolated mice exhibited a preference for staying at the edges. Middle and right: the open field test showed that isolated mice traveled less distance and spent less time in the central area, while they showed no statistical differences in mobility, as suggested by travel distance measurements. F) Novel object recognition test: no statistical differences in cognitive function between the Father‐only control and isolated mice. G) BLBP staining showed no difference in astrocyte numbers, but instead displayed reduced astrocyte processes per cell in isolated mice. Scale bar: 100 µm. H) 3D reconstruction of GFAP staining. GFAP^+^ branch number was reduced in isolated mice. Scale bar: 10 µm. I) Immunostaining of GFAP and astrocytic network proteins Cx43. Reduced Cx43^+^ area was found in isolated mice. Scale bar: 50 µm. J) Immunostaining of GFAP and astrocytic network proteins Cx30. Reduced Cx30^+^ area was found in isolated mice. Scale bar: 50 µm. K) gap‐FRAP: Left: representative images of the gap‐FRAP experiment at three different time points. Right: gap‐FRAP experiments showed that the fluorescence recovery rate and amplitude were decreased in the astrocytes of the isolated group, suggesting reduced gap junction channel function. Scale bar: 20 µm. Data presented as mean ± SEM, *n* = 10. L) Calcium Imaging on acute brain slices stained with Rhod‐4 showed that Isolated mice displayed reduced astrocytic Ca^2+^ waves. Data presented as mean ± SEM, *n* = 27. M) The isolated mice demonstrated fewer c‐Fos^+^ neurons. Scale bar: 50 µm. Data presented as mean ± SD unless stated otherwise. *N* ≥ 7 mice for behavioral tests, *N* = 3 mice for immunostaining experiments. *p*‐values are calculated using unpaired *t*‐test. *p < 0.05, **p < 0.01, n.s. not significant.

We then sought to examine the histological and functional changes in the astrocytes. Astrocytic features were significantly altered in the hippocampus, displaying more prominent histological alterations (Figure S1A, Supporting Information), including astrocyte branches reduction (reduced to 48.9% shown by BLBP staining, Figure 1G, and 70.4% by GFAP, Figure 1H) and downregulation of astrocytic network markers Cx43 and Cx30 (73.5% and 35.5% of the control, respectively, Figure 1I,J), while the total number of astrocytes were not different (Figure 1G). The astrocytic network dysfunction could be demonstrated by compromised astrocytic gap junction communication. As shown in gap‐FRAP experiments,^[^ ^21^ ^]^ fluorescence recovery after photobleaching was slower in the isolation group when compared to the Father‐only group (Figure 1K). Additionally, calcium imaging showed that the intracellular Ca^2+^ activity in astrocytes was downregulated in the isolation group, indicating astrocytic activity was suppressed (Figure 1L).

As neuronal activity is closely associated with and governed by astrocyte morphology and function,^[^ ^22^ ^]^ we observed that isolated mice displayed a repressed neuronal activation shown by 34.7% lower c‐Fos level in the hippocampus, an important encephalic region associated with the emotional and psychological behavioral changes,^[^ ^23^ ^]^ albeit with an unaltered neuron number (Figure 1M and Figure S1B, Supporting Information).

Together, our model indicates that the astrocyte maldevelopment, such as defective astrocytic network and repressed activity, is a major pathological feature of the parentally isolated mice, which is a critical factor in altering subsequent neuronal activity and neuropsychiatric behaviors.

### 2.2 OPC Population Reduction Induced Astrocyte Maldevelopment in a Paracrine Manner

We next questioned how astrocytes are affected in the pathogenesis of our model, and whether oligodendroglial lineage cells were implicated in astrocytic pathogenesis. We found that oligodendroglial lineage cells were altered in the hippocampus and cortex, the same regions where astrocytes are found to be changed (Figure S1A, Supporting Information). In the isolation group, the total number of hippocampal OPCs was significantly reduced (76.5% by Olig2 staining and 73.8% by NG2) in the hippocampus (**Figure** **2**A). When chronologically traced these histological abnormalities in parentally isolated mice at earlier stages, we further revealed that this reduction of OPC number took place as early as P4, which could be attributed to reduced OPC proliferation instead of increased cell death (Figure S1C,D, Supporting Information). In addition, the differentiation capacity of OPCs remained intact, as we found that the proportion of CC1^+^/Olig2^+^ mature OLs and the structures of MBP^+^ myelin were unchanged (Figure S1E,F, Supporting Information). As early as P7, astrocytic features started to display a shrunken morphology, including shortened BLBP^+^, GFAP‐mGFP^+^, and GFAP^+^ branches and decreased immunoreactivity areas (Figure 2B–D), which were also accompanied by downregulation in the astrocytic network marker Cx43 (Figure 2D). In addition, a decrease of neuronal activity as shown by c‐Fos level in the hippocampus was detected until P10 (Figure 2E), while the numbers and morphologies of both neurons and microglia were not altered (Figure S1G,H, Supporting Information). The sequential occurrence of OPC and astrocyte abnormalities led us to hypothesize that reduction of OPCs may trigger astrocytic maldevelopment in parentally isolated mice (Figure 2F).

**Figure 2:**
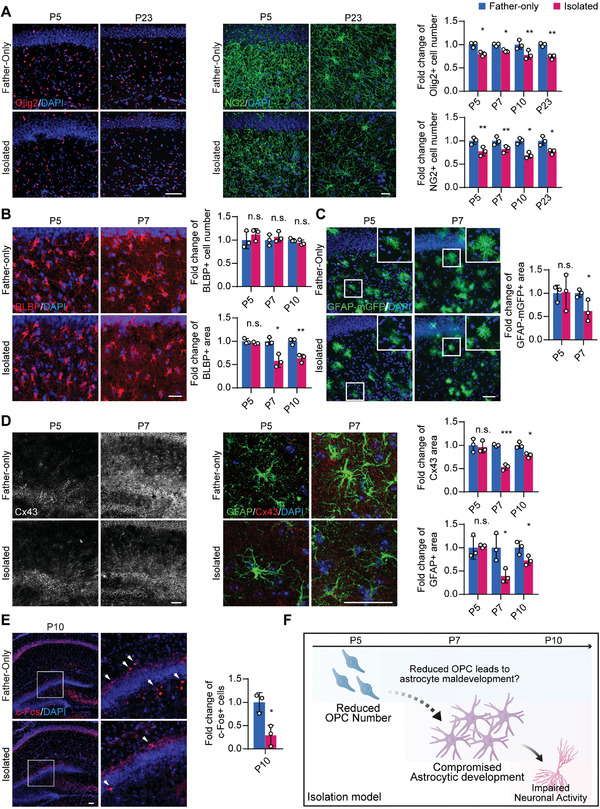
OPC population decrease precedes astrocytic and neuronal abnormalities in the isolation model. A) The number of Olig2 or NG2‐labeled oligodendroglial lineage cells was reduced in the isolation group as early as P5. Scale bar: 100 µm in Olig2 staining, 20 µm in NG2 staining. B) BLBP staining revealed that the BLBP^+^ area of the isolated group started to decrease on P7 compared to the control. Scale bar: 20 µm. C) GFAP promoter‐dependent membrane GFP expression was used to determine the astrocyte domain size, showing that the isolated group has decreased astrocyte size at P7 but not P5. Scale bar: 50 µm. D) Staining of GFAP and Cx43 showed that the decrease in the GFAP^+^ and Cx43^+^ levels also started to emerge on P7. Scale bar: 50 µm. E) The number of c‐Fos^+^ neurons was decreased in the isolated group at P10. Scale bar: 50 µm. F) The sequential occurrence of OPC and astrocyte abnormalities suggests the possible regulation of astrocyte development by OPCs, while astrocytic regulation of neuron activity has already been confirmed by prior studies.^[^ ^4^, ^6^, ^7^ ^]^ Data presented as mean ± SD, *N* = 3 mice. *p*‐values are calculated using unpaired *t*‐test. *p < 0.05, **p < 0.01, ***p < 0.001, n.s. not significant.

To test our hypothesis, we first generated OPC‐eliminated mice (Pdgfra^CreER^: DTA) (**Figure** **3**A) to investigate the impact of OPC elimination (Figure 3B) on astrocyte development in the hippocampus. Similar to that of parentally isolated mice, astrocytes in the Pdgfra^CreER^: DTA mice exhibited shrunken morphologies (Figure 3C), decreased expression of Cx43 (Figure 3D), along with abrogated gap junction channel function (Figure 3E) and reduced Ca^2+^ activity (Figure 3F). In addition, lower neuronal activity was also detected in OPC‐eliminated mice similar to that of our isolation model at P10 (Figure 3G), while the numbers and morphologies of neuron and microglia were not altered (Figure S2A,B, Supporting Information). To validate the specific oligodendroglial lineage targeting of the Pdgfra^CreER^ mice, we crossed them with the Rosa‐YFP reporter mice. These mice showed that YFP^+^ cells were rarely co‐labeled with neuronal marker (0.0450%) and no YFP^+^ cells were co‐labeled with astroglial marker (Figure S2C,D, Supporting Information), consistent with the previous report.^[^ ^24^ ^]^ In agreement with our in vivo results, astrocytes co‐cultured with OPCs expressed a higher level of network protein Cx43 (Figure 3H and Figure S2E, Supporting Information).

**Figure 3:**
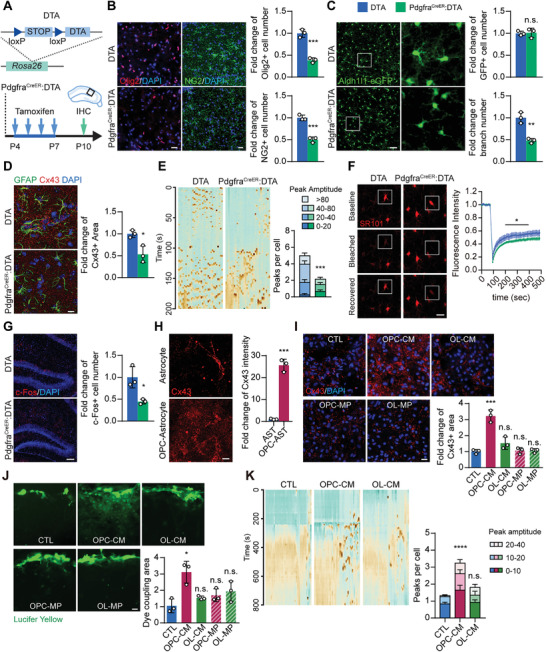
OPC population reduction‐induced astrocyte maldevelopment. A) DTA mouse genetic construction and Tamoxifen administration. DTA mice were mated with Pdgfra^CreER^ mice to produce Pdgfra^CreER^:DTA mice, which allows the depletion of OPCs by DTA expression after Tamoxifen treatment. Tamoxifen was administered to mice from P4‐P7; this was followed by IHC experiments at P10 to analyze histological changes in the hippocampus. B) Olig2 and NG2 staining confirmed efficient depletion of OPCs in the hippocampus of Pdgfra^CreER^:DTA mice. DTA, the control group, was set up using DTA only littermates. Scale bar: 20 µm. C) Aldh1l1‐eGFP mice were also crossed to the DTA mice, which showed that OPC ablation reduced GFP+ astrocyte branch number but not the number of GFP+ astrocytes. D) Immunostaining of GFAP and Cx43 showed that OPC‐ablated mice displayed reduced expression of Cx43. Scale bar: 10 µm. E) Calcium imaging on acute brain slices showed that the number of calcium peaks per astrocyte during the observation was reduced in Pdgfra^CreER^:DTA mice. This reduction was also observed in peak amplitude. Scale bar: 20 µm. Data presented as mean ± SEM, *n* = 32. F) gap‐FRAP experiments showed that the fluorescence recovery rate and amplitude were decreased in the astrocytes of Pdgfra^CreER^:DTA mice, suggesting reduced gap junction channel function. Scale bar: 20 µm. Data presented as mean ± SEM, *n* = 8. G) Immunostaining of c‐Fos showed reduced neuron activity in OPC‐ablated mouse hippocampus. Scale bar: 50 µm. H) OPC‐astrocyte co‐culture promoted the expression of Cx43 in astrocytes. Scale bar: 10 µm. I) Conditioned medium (CM) or isolated membrane proteins (MP) were obtained from OPC or OL culture, and were added to the primary astrocyte culture for 24 h. Only treatment of OPC‐CM was able to promote Cx43 expression in astrocytes. Scale bar: 20 µm. J) Scratch experiments showed that the dye coupling area was significantly increased by OPC‐CM treatment. Scale bar: 20 µm. K) Calcium imaging experiments showed that OPC‐CM treatment increased the calcium spikes in astrocytes but not OL‐CM treatment. Data presented as mean ± SEM, *n* = 45. Data presented as mean ± SD unless stated otherwise. *N* = 3 mice or 3 independent experiments. *p*‐values are calculated using unpaired *t*‐test or one‐way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, n.s. not significant.

To examine whether this interaction took place in a paracrine or a direct‐contact manner, we treated primary cultured astrocytes with OPC‐ or OL‐derived conditioned medium (CM) or extracted membrane proteins (MP), and found that only OPC‐CM treatment was able to significantly increase Cx43 expression (Figure 3I), and was furthermore able to promote gap junctional communication (Figure 3J), and enhancement of Ca^2+^ activity in the astrocytes (Figure 3K). This suggests that OPCs promote astrocyte development and function in a paracrine manner.

Taken together, these results demonstrate that OPCs regulate astrocyte development in a paracrine manner, and reduction of the OPC population causes astrocyte maldevelopment in the parental isolation model.

### 2.3 Downregulation of Wnt/*β*‐Catenin Signaling Mediated Astrocyte Maldevelopment

To further identify the underlying mechanism of how OPCs facilitate astrocytic development and which factors released from the OPC are involved in regulating astrocyte development, we used RNA‐seq to profile the transcriptome in astrocytes purified from P7 control and parental isolated mice (**Figure** **4**A–C). 

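The astrocytes came from P7 pups of 2 groups. Isolated pups were kept apart from both parents, each housed alone, for 8 h daily from P2, and Father-only pups were kept from their mothers only. Figure 4A shows that brains were dissociated and that astrocytes were collected by immunopanning, in which cells bind to a dish coated with an antibody, here against integrin beta 5 (gene Itgb5). There were 3 libraries in each group. The paper gives N = 3 mice for its RNA-seq experiments, which equals the number of libraries in each group, and its text does not say how mice and libraries correspond. Its methods compare Father-only and isolated littermates, and which libraries share a litter and the sex of the pups are not given in the sources used here. The p-values therefore measure the spread between these libraries. The authors deposited 1 table of expression values for 19100 genes, and read counts were not used here. Its header names no unit. The values behave as FPKM (fragments per kilobase of transcript, scaled by the mapped fragments of the library) rounded to 2 decimals. The submitters' processing notes list HISAT2 2.0.4, Bowtie2 2.2.5, RSEM 1.2.12 and DESeq2 1.4.5 with the genome build mm10, and the gene annotation is not given in the sources used here. The depth was estimated from the steps in which the lowest values of short genes rise. With an assumed fragment length of 150 nucleotides it was between 21500000 and 22500000 fragments per library, with a median of 21500000 in the Father-only group and 22200000 in the Isolated group. At this depth 1 FPKM on a transcript of 2 kb is about 43.0 to 45.0 fragments. The FPKM values summed to between 403762.6 and 420103.6 per library, of which the 10 highest genes made up 5.80% to 6.11%. No pair of libraries held identical values. The groups were compared with limma on log2(FPKM + 1) over the 13203 genes with a mean of at least 1 FPKM, a scale that understates the fold change of genes with low values. P-values were adjusted by the Benjamini-Hochberg method. Genes were called by the threshold the paper gives, an adjusted p under 0.05 with a log2 fold change above 0.26 or below -0.26. The paper states that DESeq2 was run on read counts, a step that FPKM values do not allow.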

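Of the 13203 genes tested in the purified astrocytes, 92 passed the threshold between the Isolated and the Father-only libraries, 20 of them higher and 72 lower in the Isolated group. Apart from other thresholds, leaving out Isolated replicate 3 moved this number most, to 38. With an adjusted p under 0.05 and no limit on the fold change 141 genes passed, and 2296 had an unadjusted p under 0.05. The term lists of the enrichment tool DAVID were not used here, and the pathways were examined with lists written from general knowledge of their members. The Wnt list held 99 genes, of which 76 were tested, with 28 lower and 48 higher in the Isolated group and a median log2 fold change of 0.036. A single member, Tcf7, was among the genes lower past the threshold (Fisher's exact test, one-sided, p = 0.341). The list lacks Dab2, Macf1, Ddx3x, Usp34 and Trabd2b, which Figure 4E draws as Wnt pathway genes, and of these Dab2 passed the threshold. This p therefore depends on how the list was drawn. The Rap1 list held 49 genes, of which 47 were tested, with 26 lower and 21 higher and a median of -0.0044. Dock4, named after its value was seen, was the single Rap1 gene lower past the threshold (Fisher's exact test, one-sided, p = 0.227), with a log2 fold change of -0.27 (standard error 0.0531, adjusted p = 0.0492 from limma). Adjusted over the list alone, 4 Wnt genes and 3 Rap1 genes had a p under 0.05, against 1 of each list over all genes tested. The camera test, which compares a list with all other genes, gave adjusted p-values over 15 lists of 0.395 for the Wnt list and 0.236 for the Rap1 list with its preset inter-gene correlation of 0.01, and of 0.622 and 0.480 with an estimated one. The fry test, which asks whether the genes of a list move on balance one way, gave 0.434 and 0.327.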

Pathway enrichment analysis of differentially expressed genes identified two highly related signaling pathways, Rap1 and Wnt (Figure 4D). The Wnt, but not the Rap1 pathway,^[^ ^26^ ^]^ has been reported to participate in astrocyte activation,^[^ ^27^ ^]^ and is also altered in abnormal astrocytes induced by stress.^[^ ^28^ ^]^ We further found that a series of Wnt/*β*‐catenin pathway related genes was downregulated, such as Axin2 and APC (Figure 4E), while several astrocyte function‐related genes were also downregulated, including Grm5, Slc1a2, Slc38a3, Sparcl1, Aqp4, and Kcnj10 (Figure 4F). Similarly, in both parental isolation and OPC‐ablation mice, we confirmed that the mRNA levels of astrocytic mature markers (*Cx43* and *Gfap*) and oligodendroglial lineage markers (*Olig1*, *Olig2*, and *Pdgfra*) were decreased, and were accompanied by the downregulation of the mRNA levels of Wnt/*β*‐catenin pathway related molecules (*Axin2*, *Notum*, and *Dkk1*) (Figure 4G,I). 

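All 11 genes drawn in Figure 4E had a lower mean in the Isolated than in the Father-only libraries. In 10 of them every Isolated library lay below every Father-only library. By chance, groups of 3 do not overlap in 10% of genes, lower and higher counted together. That rate is no yardstick for these genes, because the study chose them on these libraries. Trabd2b, in which the groups overlapped, had a mean under 1 FPKM and was not tested. Of the 10 genes tested, 2 passed the paper's threshold. Tcf7 (chromosome 11 of mm10, 52246527 to 52283383), a transcription factor gene of the pathway, fell from 23.7 ± 0.381 FPKM (SD, n = 3) to 19.0 ± 0.757 FPKM (SD, n = 3), a log2 fold change of -0.31 (standard error 0.0419, adjusted p = 0.00904 from limma). Its call was lost without Isolated replicate 3 (adjusted p = 0.0502, 0.00425 to 0.0502 over its alternatives). Dab2 (chromosome 15, 6299788 to 6440715) fell from 50.4 ± 2.97 to 41.3 ± 1.54 FPKM, a log2 fold change of -0.28 (standard error 0.0480, adjusted p = 0.0298). Its call was lost when any library other than Father-only replicate 3 was left out, with log2 fold changes of -0.31 to -0.23 and adjusted p-values of 0.0502 to 0.119 where it was lost (0.0182 to 0.119 over all its alternatives). Apc (chromosome 18, 34220297 to 34322190), which encodes a scaffold of the complex that degrades beta-catenin, was at 35.0 ± 2.31 FPKM in the Father-only and 29.9 ± 0.662 FPKM in the Isolated libraries. Its log2 fold change was -0.22 (95% CI -0.33 to -0.11, adjusted p = 0.0684), and -0.13 after a trend with transcript length and GC content was removed from each library. Axin2 (chromosome 11, 108917828 to 108950783), a further scaffold of this complex, was at 15.1 ± 0.580 and 13.6 ± 0.0557 FPKM, with a log2 fold change of -0.14 (95% CI -0.24 to -0.041, adjusted p = 0.155), and -0.15 with that trend removed. All 10 tested genes had an unadjusted p under 0.05, and all 10 a p under 0.05 adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries.

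**Figure D1:**
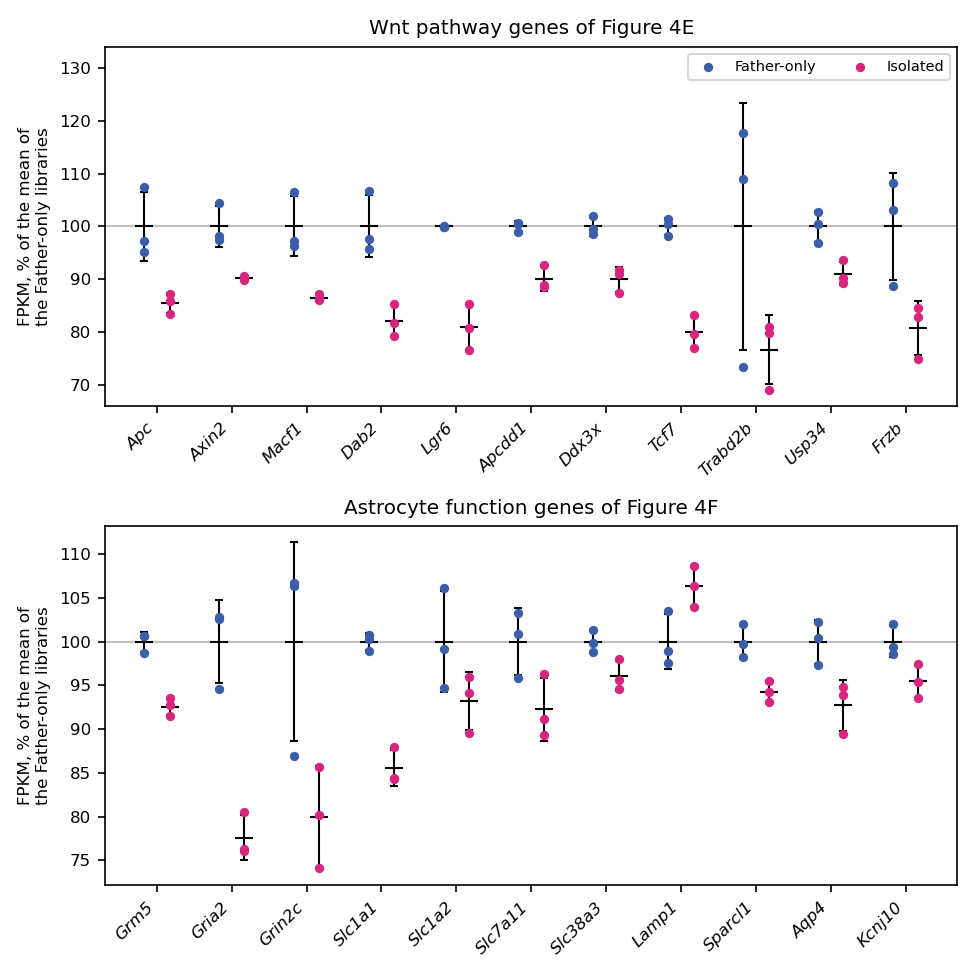
FPKM of each library as a percentage of the mean of the 3 Father-only libraries (y axis) for the genes of Figure 4E (top) and Figure 4F (bottom). Each point is 1 library, and black marks give the mean and SD of 3 libraries. In the top panel, Trabd2b apart, the Isolated libraries lie between 74.8% and 93.6%.

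Of the 11 genes in Figure 4F, 10 had a lower mean in the Isolated libraries and Lamp1 had a higher one. Gria2 (chromosome 3, 80681450 to 80804227), a glutamate receptor gene, passed the threshold with 36.3 ± 1.71 FPKM in the Father-only and 28.2 ± 0.922 FPKM in the Isolated libraries (log2 fold change -0.35, standard error 0.0447, adjusted p = 0.00668). With the trend with length and GC content removed its log2 fold change was -0.24, inside the limit of 0.26. The other 10 genes did not pass. Grm5 (chromosome 7, 87583981 to 88135063) was at 16.4 ± 0.185 and 15.2 ± 0.166 FPKM, with a log2 fold change of -0.10 (adjusted p = 0.211), and -0.032 with that trend removed. The log2 fold change of Slc38a3 was -0.058 (adjusted p = 0.401; -0.083 with it removed) and that of Sparcl1 -0.085 (adjusted p = 0.321; -0.10 with it removed), and in all 3 genes the groups did not overlap. Of the genes of Figure 4F, 7 had an unadjusted p under 0.05 and 4 a p under 0.05 adjusted over the list alone.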

Reduced expression of Cx43 and GFAP in parental‐isolation and OPC ablation mice was further confirmed by Western blot (Figure 4H,J and Figure S3E, Supporting Information). 

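In the purified astrocytes Gja1, the gene of Cx43 (chromosome 10 of mm10, 56377300 to 56390419), was at 251.6 ± 7.02 FPKM in the Father-only and 264.8 ± 7.61 FPKM in the Isolated libraries (SD, n = 3 each), and the groups overlapped (log2 fold change 0.073, 95% CI -0.010 to 0.16, adjusted p = 0.344 from limma). Kcnj10 (chromosome 1, 172341210 to 172374085), a potassium channel gene, was at 117.3 ± 2.05 and 112.0 ± 2.24 FPKM, with every Isolated library below every Father-only library (log2 fold change -0.066, 95% CI -0.14 to 0.0083, adjusted p = 0.338). Slc1a2 (chromosome 2, 102658239 to 102790784), a glutamate transporter gene, was at 259.5 ± 15.0 and 241.9 ± 8.49 FPKM, with overlapping groups (log2 fold change -0.10, 95% CI -0.20 to 0.0054, adjusted p = 0.308). Aqp4 (chromosome 18, 15389394 to 15410982), a water channel gene, was at 269.1 ± 6.80 and 249.5 ± 7.81 FPKM, again without overlap (log2 fold change -0.11, 95% CI -0.19 to -0.025, adjusted p = 0.183). With a trend with transcript length and GC content removed, the log2 fold change was -0.019 for Slc1a2, -0.063 for Kcnj10 and -0.067 for Aqp4. Gfap (chromosome 11, 102887336 to 102897200), which encodes an astrocyte filament protein, was at 182.2 ± 3.20 and 146.2 ± 3.81 FPKM and passed the threshold (log2 fold change -0.32, standard error 0.0346, adjusted p = 0.00300), also with each library left out in turn. A list of 20 genes that the pathway switches on in many cell types, written from general knowledge, had 15 tested genes, of which 12 were lower. Their median log2 fold change was -0.093 (camera with a preset correlation, adjusted p = 0.00137; with an estimated one, 0.280; fry, 0.0256). Without the genes of Figure 4E, which the study chose on these libraries, the median of the remaining 11 genes was -0.068 (adjusted p = 0.150). All genes removed were lower here, which by itself raises the median, so this result cannot rule out a fall of the targets. From the fall of pathway genes beside genes of astrocyte function in these libraries, from its RT-qPCR and Western blots in isolated and OPC-ablated mice, and from prior studies in which the pathway regulated Cx43, Kcnj10, Slc1a2 and Aqp4, the paper proposes a link between the pathway and the state of the astrocytes.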

Considering that Cx43, Kcnj10, Slc1a2, and Aqp4 have previously been shown to be regulated by Wnt/*β*‐catenin pathway in prior studies,^[^ ^29^ ^]^ our results suggest that astrocyte maldevelopment and dysfunction in parentally isolated mice are closely associated with the downregulation of the Wnt/*β*‐catenin pathway.

**Figure 4:**
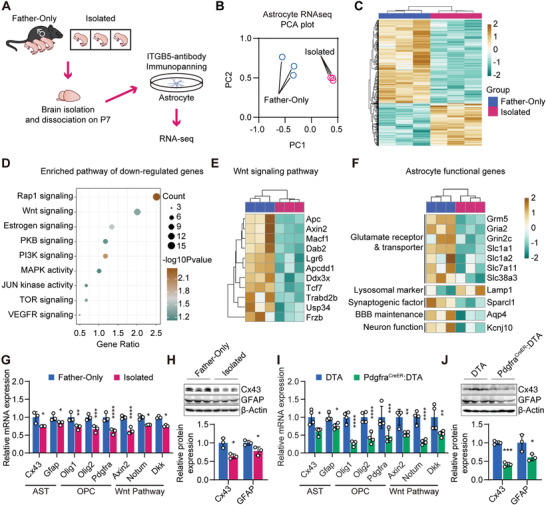
Downregulation of Wnt/*β*‐catenin signaling coupled with astrocyte maldevelopment. A) RNA‐seq experiments were conducted on acutely isolated astrocytes from the Father‐only group and the parentally isolated group at P7. B) Principal component analysis plot of astrocyte RNA‐seq data of the isolation model. C) Heatmap showing differentially expressed genes in astrocytes between the Father‐only group and the parentally isolated group. D) Functional annotation of genes downregulated in the isolated group. E) Differentially expressed genes within the Wnt pathway from RNA‐seq. F) Differentially expressed genes involve in astrocytic function.^[^ ^25^ ^]^ G) RT‐qPCR conducted on brains from Father‐only and the parentally isolated groups, revealed the decreases of astrocytic network markers, OPC population, and Wnt tone within the brain. H) Western blot experiment of the total hippocampal lysate of the isolation model confirmed the downregulation of Cx43 and GFAP expression. I) RT‐qPCR conducted on brains from the control (DTA) and Pdgfra^CreER^:DTA mice, revealed decreases of astrocytic network markers, OPC population, and Wnt tone within the brain. J) Western blot experiment confirmed the downregulation of Cx43 and GFAP expression. Data presented as mean ± SD. *N* = 3 mice in maternal isolation model, *N* = 4 mice in OPC‐ablated mouse model. *p*‐values are calculated using unpaired *t*‐test. *p < 0.05, **p < 0.01, ****p < 0.0001, n.s. not significant.

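Principal components were computed on log2(FPKM + 1) of the 13203 tested genes, centred and not scaled. The first component held 34.9% of the variance and the second 21.0%. On the first, the Father-only libraries scored -10.2, -3.18 and -4.02 and the Isolated libraries 2.97, 6.66 and 7.74, without overlap. The means were -5.79 ± 3.82 and 5.79 ± 2.50 (SD, n = 3 each), and an exact permutation test of their difference, two-sided, gave p = 0.1, the smallest p that 3 libraries against 3 allow. Over all components the groups accounted for 32.5% of the variance. The share of the first component moved most, with all 6 libraries kept, when genes with a mean of at least 5 FPKM were used, to 40.0%, again without overlap.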

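Among the genes past the threshold with a mean of at least 10 FPKM and groups that do not overlap, the 5 largest rises in the Isolated group were those of Ttr, Rpl34-ps1, Zbed5, Apold1 and Hes5, and the 5 largest falls those of Npy, Spp1, Hspa1b, Hspa1a and Sst. Ttr (chromosome 18 of mm10, 20664209 to 20674326), which encodes transthyretin, rose from 37.7 ± 0.878 FPKM (SD, n = 3) to 88.0 ± 3.96 FPKM (SD, n = 3), a log2 fold change of 1.20 (standard error 0.0408, adjusted p = 7.47e-07 from limma). Apold1 (chromosome 6, 134982001 to 134986836) rose from 16.2 ± 1.08 to 25.0 ± 1.03 FPKM, a log2 fold change of 0.60 (adjusted p = 0.000965). Hes5 (chromosome 4, 154960626 to 154962372), a transcription factor gene, rose from 85.2 ± 4.63 to 120.1 ± 9.67 FPKM, a log2 fold change of 0.49 (adjusted p = 0.00478). The log2 fold changes of Rpl34-ps1 (0.91) and Zbed5 (0.78), like that of Sst, were not called without a filter on low values. Rpl34-ps1 (chromosome 6, 71124589 to 71125001) was not called without Father-only replicate 2 or any 1 of the Isolated libraries (adjusted p from 0.0552 to 0.0940; 0.00559 to 0.0959 over its alternatives), and its reads can be shared with Rpl34, so its value is uncertain. Zbed5 (chromosome 5, 129895723 to 129908509) was not called when any library other than Father-only replicate 3 was left out (adjusted p from 0.0557 to 0.0905; 0.0220 to 0.114 over its alternatives). Npy (chromosome 6, 49822710 to 49829507), a neuropeptide gene, fell from 30.9 ± 1.62 to 19.2 ± 2.50 FPKM, a log2 fold change of -0.67 (adjusted p = 0.00424). Spp1 (chromosome 5, 104435111 to 104441053), which encodes osteopontin, fell from 122.8 ± 6.80 to 79.6 ± 1.64 FPKM, a log2 fold change of -0.62 (adjusted p = 0.000301). The heat shock genes Hspa1a and Hspa1b (chromosome 17, 34969359 to 34972156 and 34956429 to 34959238) had log2 fold changes of -0.60 and -0.62 (adjusted p = 0.000301 and 0.000387), and as near-identical copies their reads can be split, so each value is uncertain. Sst (chromosome 16, 23889573 to 23891342), a further neuropeptide gene, had a log2 fold change of -0.51 and was not called without Father-only replicate 1, Father-only replicate 2 or Isolated replicate 3 (adjusted p = 0.0521, 0.0530 and 0.0785; 0.00195 to 0.0785 over its alternatives). Over all tested genes the groups did not overlap in 3137 (23.8%), where chance gives 10%, with 1581 higher and 1556 lower in the Isolated group.

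**Figure D2:**
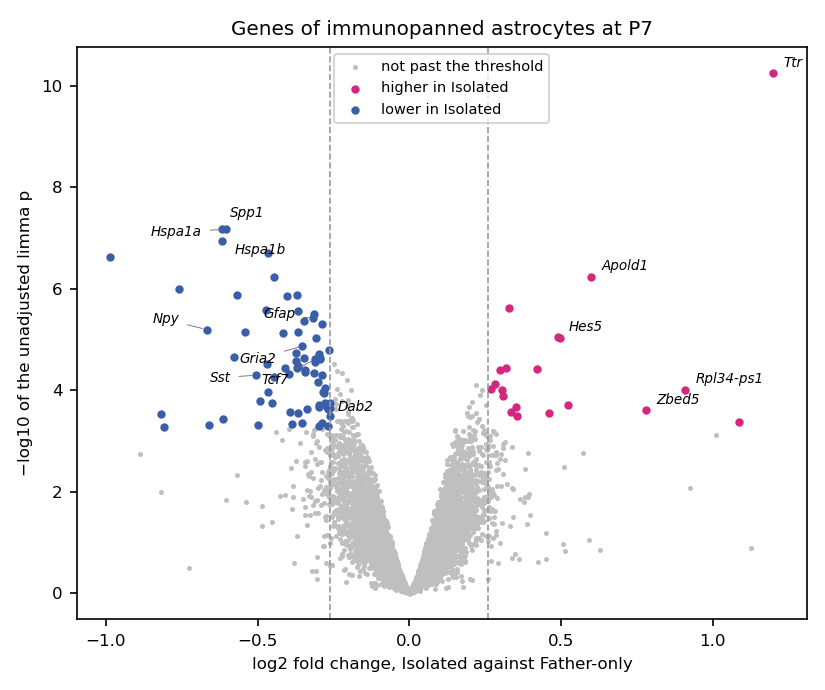
Log2 fold change of each tested gene (x axis, Isolated against Father-only) and its unadjusted limma p on a negative log10 scale (y axis). Each point is 1 gene, coloured points are the 92 genes past the threshold (72 lower, 20 higher), and dashed lines mark -0.26 and 0.26. Ttr is the highest point and the coloured point farthest to the right.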

### 2.4 OPC‐Derived Wnt7a/b Were Essential for Astrocyte Wnt/*β*‐Catenin Pathway Activation and Development

We then attempted to understand how OPCs regulate astrocytic Wnt/*β*‐catenin pathway activation. OPCs have been recently identified as a source of Wnt ligands, such as Wnt7a and Wnt7b which are highly expressed.^[^ ^30^ ^]^ In our isolated mice, the expression of Wnt ligand in OPCs was unaltered (Figure S3A, Supporting Information), nor was the expression of Wnt receptors and ligands in astrocytes (Figure S3B, Supporting Information). Nonetheless, we found a reduction of the OPC population coupled with a decrease in Wnt7a/b expression in parentally isolated and OPC ablation mice (Figure S3C,D, Supporting Information). 

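In the astrocyte table 19 Wnt ligand genes and 12 receptor genes (Fzd1 to Fzd10, Lrp5 and Lrp6) were listed, and 6 and 12 of them had a mean of at least 1 FPKM and were tested. None of these 18 passed the threshold in limma, and the lowest adjusted p was 0.0994, for Fzd9, with a log2 fold change of 0.16. An unadjusted p under 0.05 was found for 5 of them (Wnt5a, Wnt7b, Fzd6, Fzd9 and Fzd10), and 3 (Wnt7b, Fzd6 and Fzd9) were under 0.05 adjusted over the list alone. Of these, Wnt5a, Fzd6, Fzd9 and Fzd10 are named because of their values. Wnt7b (chromosome 15 of mm10, 85535437 to 85581821) was at 24.6 ± 1.23 FPKM in the Father-only and 27.7 ± 0.773 FPKM in the Isolated libraries (SD, n = 3 each), with every Isolated library above every Father-only library (log2 fold change 0.16, 95% CI 0.064 to 0.26, adjusted p = 0.112). Wnt7a (chromosome 6, 91363981 to 91411353) was at 15.8 ± 0.483 and 17.1 ± 0.875 FPKM, and the groups overlapped (log2 fold change 0.10, 95% CI -0.0064 to 0.21, adjusted p = 0.313). Wnt4 was near the filter at 1.23 ± 0.135 and 1.19 ± 0.0814 FPKM, and Wnt10a was below it. Over the 18 genes, 12 were higher and 6 lower, and the log2 fold changes ran from -0.12 (Fzd6) to 0.18 (Wnt3). For 6 genes the 95% CI reached beyond 0.26, so a change of that size was not excluded for them. These values are on log2(FPKM + 1), which understates changes at low values. The log2 ratio of group means was 0.30 for Wnt3 and 0.29 for Wnt5b. For other genes at low values, such as Wnt4 and Fzd5, a change of 0.26 in FPKM was not excluded either.

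**Figure D3:**
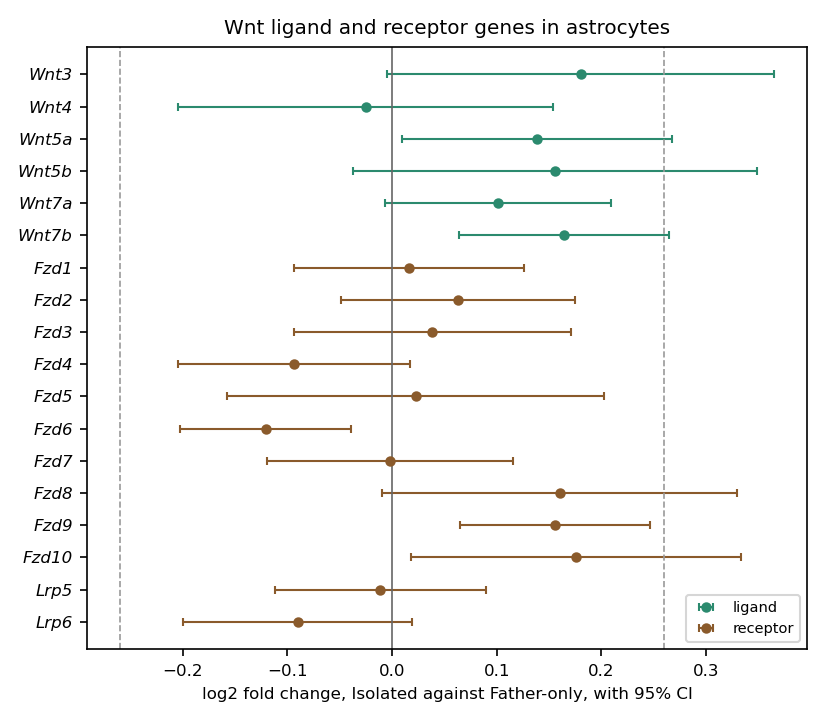
Log2 fold change (x axis, Isolated against Father-only) of the 6 ligand and 12 receptor genes tested, with bars for the 95% CI from limma. The solid line marks 0 and the dashed lines -0.26 and 0.26. All points lie between -0.12 and 0.18 on the scale used, log2(FPKM + 1), which understates changes at low values.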

We hence speculated that downregulation of total amount Wnt ligands caused by reduced OPC population is responsible for downregulation of the Wnt/*β*‐catenin pathway and subsequent astrocyte maldevelopment in parental isolation mice.

We set out to verify if OPC‐expressed Wnt ligands could promote astrocyte development in vitro. Cultured astrocytes were treated with a series of Wnt ligands, including Wnt4, Wnt10a, Wnt7a, Wnt7b, and Wnt7a plus Wnt7b (Wnt7a/b). We found that Wnt7a, Wnt7b, especially Wnt7a/b, upregulated astrocytic mature markers (*Cx43* and *Gfap*) (**Figure** **5**A–C), functional genes (*Grin2c*, *Kcnj10*, and *Slc1a2*), and Wnt/*β*‐catenin pathway molecules (*Axin2* and *Notum*) (Figure 5C), promoted the astrocytic network formation (Figure 5D), and enhanced Ca^2+^ activities in astrocytes (Figure 5E). In addition, XAV939, an antagonist of Wnt/*β*‐catenin signaling, blocked these effects of Wnt7a/b in astrocytes, indicating that astrocyte development can be regulated by OPC‐derived Wnt7a/b, and suppression of the Wnt/*β*‐catenin pathway represses astrocyte development and activity.

**Figure 5:**
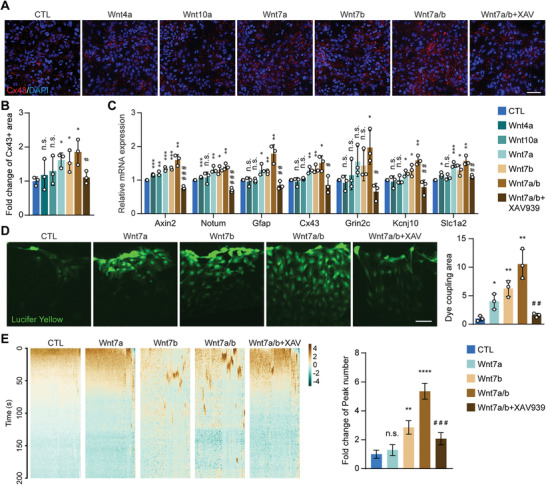
OPC‐derived Wnt ligands Wnt7a/b promote astrocytic network development in vitro. A,B) Wnt ligand‐treated primary astrocyte cultures were subjected to immunofluorescence staining of Cx43. Wnt7a and Wnt7b, individually or combined, were able to promote the expression of Cx43, and this effect was abolished by the Wnt signaling pathway inhibitor XAV939. Scale bar: 50 µm. C) Wnt ligand‐treated primary astrocyte cultures were subjected to RT‐qPCR to detect the expression of astrocyte functional genes. Wnt ligands, especially Wnt7a and Wnt7b, were able to promote the expression of Gfap, Cx43, Grin2c, Kcnj10, and Slc1a2, which was abolished by Wnt signaling pathway inhibitor XAV939. Axin2 and Notum were used as the positive control of Wnt signaling pathway activation. D) Wnt ligand‐treated primary astrocyte cultures were subjected to the scratch assay. Wnt7a and Wnt7b treatment, individually or combined, was able to increase the dye coupling area, and this effect was abolished by the Wnt signaling pathway inhibitor XAV939. Scale bar: 50 µm. E) Heatmap of calcium imaging in Wnt ligand‐treated primary astrocyte cultures. An increased number of Ca^2+^ wave peaks could be induced by Wnt7a/b treatment. Data presented as mean ± SEM, *n* = 68. Data presented as mean ± SD unless stated otherwise. *N* = 3 independent experiments. *p*‐values are calculated using one‐way ANOVA with multiple comparison test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s. not significant. ^#^comparison between Wnt7a/b and Wnt7a/b+XAV939 groups. ^#^ *p* < 0.05, ^# #^ *p* < 0.01, ^# # #^ *p* < 0.001.

To further confirm the critical role of OPC‐derived Wnt7a and Wnt7b in astrocytes, we conditionally knocked out Wnt7b or Wnt7a in OPCs by crossing floxed/Wnt7b and floxed/Wnt7a with Pdgfra^CreER^ mice (referred to Wnt7b cKO and Wnt7a cKO, respectively) (**Figure** **6**A and Figure S5A, Supporting Information). In Wnt7b cKO mouse brain, we found significantly lower expression of Wnt7b, accompanied by reduced expression of astrocyte marker (*Gfap* and *Cx43*) (Figure S4A,B, Supporting Information). Consistent with our findings in parental isolated and OPC‐ablation mice, Wnt7b cKO mice also displayed diminished astrocyte branches; 68.0% of control by BLBP staining and 77.9% by GFAP staining (Figure 6A–C and Figure S4C,D, Supporting Information), and 55.5% lower expression levels of Cx43 compared to control at P7 (Figure 6C,D and Figure S4D,J, Supporting Information). Intriguingly, the neuronal activity, as shown by the c‐Fos level, was decreased (Figure 6F) without changes in the numbers of neurons (Figure S4H, Supporting Information), oligodendroglial cells (Figure 6E and Figure S5E–G, Supporting Information), or microglial cells (Figure S4I, Supporting Information). Furthermore, these mice displayed anxiety‐associated behaviors during the Open Field experiments (Figure 6G). However, no such phenotypes could be found in the Wnt7a cKO mice (Figure S5, Supporting Information). This may be partially explained by the fact that OPCs release significantly less Wnt7a as compared to Wnt7b (Figure S6A,B, Supporting Information).

**Figure 6:**
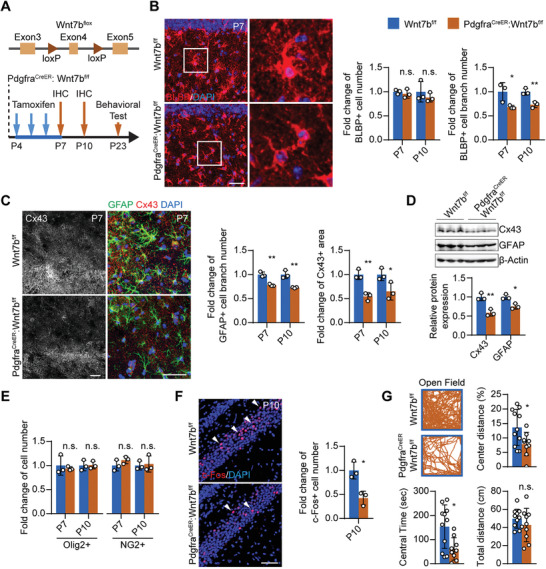
OPC‐derived Wnt ligand Wnt7b is essential for astrocytic network development and neurological function in vivo. A) Construction of Wnt7b‐flox mouse strain and the overall experiment scheme. B) Immunostaining of BLBP showed that Wnt7b cKO resulted in shrunk BLBP morphology but did not affect BLBP^+^ cell number at P7 and P10. C) Immunostaining of GFAP and Cx43 showed that Wnt7b cKO resulted in reduced astrocyte processes and astrocytic Cx43 expression. Scale bar: 50 µm. D) Western blot result of total hippocampal protein lysate confirmed the reduced Cx43 and GFAP expression in Wnt7b cKO. E) Immunostaining of Olig2 and NG2 reflected no significant change in the OPC number in the Wnt7b cKO. F) Immunostaining of c‐Fos showed that Wnt7b cKO resulted in decreased c‐Fos+ neurons. Scale bar: 100 µm. G) Open field experiments showed that Wnt7b cKO mice spent less time and traveled a shorter distance in the center area, while the total travel distance was not significantly altered. Data presented as mean ± SD unless stated otherwise. *N* ≥ 9 mice for behavioral tests, *N* = 3 mice for immunostaining experiments. *p*‐values are calculated using unpaired *t*‐test. *p < 0.05, **p < 0.01, n.s. not significant.

Wnt7a and Wnt7b have also been reported to mediate brain endothelial cell and vasculature development and/or function,^[^ ^31^, ^32^, ^33^ ^]^ which may influence astrocyte development and neuronal function through insufficient oxygen and nutrition supplementations in this study. However, consistent with previous studies,^[^ ^31^, ^32^, ^33^ ^]^ we did not find changes in endothelial cell proliferation after OPC‐CM, Wnt7a (0.15 ng mL^−1^), or Wnt7b (0.45 ng mL^−1^) treatments (Figure S6C–E, Supporting Information), or differences in the vasculature morphology in the hippocampus of Wnt7a cKO and Wnt7b cKO mice (Figure S6F,G, Supporting Information). Based on our evidence which shows a normal vasculature network in both parental isolation and OPC‐ablation models (Figure S6H,I, Supporting Information), we excluded the possibility of endothelial dysfunction in our models.

Taken together, our results demonstrate that OPC‐derived Wnt7a/b, in particular Wnt7b, is essential for astrocytic Wnt/*β*‐catenin pathway activation, development, and function. The lack of OPC‐derived Wnt7b can consequently elicit neuronal dysfunction and neuropsychiatric symptoms.

### 2.5 Wnt7a/b Replenishment Rescued the Astrocytic Maldevelopment in Parental Isolation Mice

Based on this mechanism, we sought to examine whether the pharmacological intervention of Wnt/*β*‐catenin signaling could alleviate astrocytic abnormalities in parental isolation mice. We micro‐injected Wnt7a, Wnt7b, and Wnt7a/b into the hippocampus of the parental isolation mice at P14. After a 4 days replenishment period of these Wnt ligands, we analyzed the histological changes in the glial cells between 500 and 600 µm distal from the injection site (**Figure** **7**A). Micro‐injection of Wnt7a/b was sufficient to induce activation of Wnt/*β*‐catenin pathway in astrocytes, as shown by the elevated level of active *β*‐catenin immunostaining (Figure 7B). Additionally, Wnt7a/b micro‐injection was able to focally rescue astrocytic morphological immaturation (increased by 42.9% in BLBP^+^ branch number and 32.8% in GFAP^+^, Figure 7C,D) and significantly increase expression of the network proteins Cx43 and Cx30 (increased by 52.9% and 193.7%, respectively, Figure 7E,F). Consistent with our in vitro experiments, similar but milder astrocytic phenotypes were observed in Wnt7b micro‐injected parental isolation mice (Figure S7A, Supporting Information). However, the micro‐injection of Wnt7a, Wnt7b, or Wnt7a/b did not affect cell numbers of OPC (Figure S7B,C, Supporting Information) or microglia (Figure S7D, Supporting Information) when compared with the saline controls.

**Figure 7:**
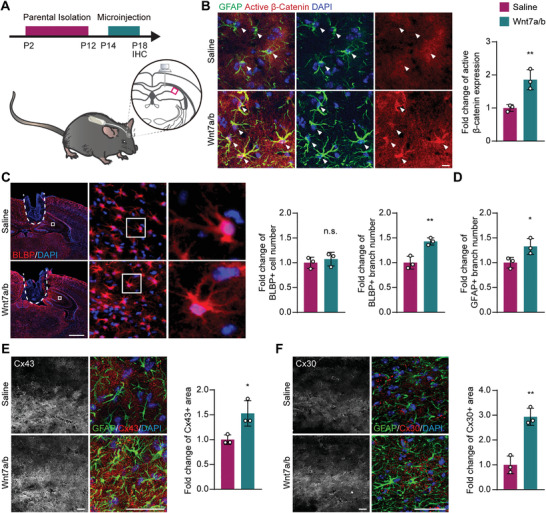
Wnt7a/b replenishment rescues the astrocytic network abnormality in the parental isolation model. A) Demonstration of micro‐injection procedure. The observation site was highlighted by the magenta square. B) Immunostaining of GFAP and active (nonphosphorylated) *β*‐catenin. Arrowheads highlight GFAP+ cells. Scale bar: 10 µm. GFAP+ astrocytes in Wnt7a and Wnt7b injected mice had a significantly higher level of active *β*‐catenin compared to 0.9% NaCl injected control (Saline). C) Immunostaining of BLBP showed that the number of BLBP^+^ cells was not altered by Wnt7a and Wnt7b injection, while the branch number was increased. The injection site was highlighted by the dashed line. Scale bar: 1000 µm. D) Wnt7a and Wnt7b injected mouse displayed increased GFAP^+^ cell branches. E,F) Immunostaining of Cx43, Cx30, and GFAP showed increased expression of Cx43, Cx30 in Wnt7a and Wnt7b injected mouse hippocampus. Scale bar: 50 µm. Data presented as mean ± SD. *N* = 3 mice for immunostaining experiments. *p*‐values are calculated using unpaired *t*‐test. *p < 0.05, **p < 0.01, n.s. not significant.

These results demonstrate that the astrocytic maldevelopment in parental isolation mice can be restored by the replenishment of Wnt7a/b, suggesting a possible therapeutic strategy for early life stress‐related neuropsychiatric disorders.

## 3 Discussion

Left‐behind children, who by definition lack parental care, display certain neuropsychiatric and behavioral disorders. A better understanding of the underlying mechanism, in particular how glial interactions play a part in neuropsychiatric disorders in this population is of critical interest. However, most mechanistic studies of disease focus only on a single cell type and ignore the interactions between different glial cell types, which severely limits our understanding of the pathogenesis of neuropsychiatric disorders. In this study, we demonstrate a novel OPC‐astrocyte crosstalk via the Wnt/*β*‐catenin signaling. This previously unidentified Wnt ligand‐dependent role of OPCs in regulating astrocytic development can be implicated in the pathogenesis of early life stress‐related neuropsychiatric disorders.

Astrocyte development is essential for normal neuronal function in the CNS by trafficking ions, neurotransmitters, glucose, and lactate to coordinate local neuronal activities. However, these functions are compromised under pathological conditions.^[^ ^34^ ^]^ A recent study revealed that stress impairs the astrocytic network by downregulating Cx43, and disrupts synaptic plasticity in the hippocampus and neocortex.^[^ ^28^ ^]^ In our study, we further demonstrated that the astrocyte maldevelopment in early life stress was mediated by the loss of OPCs. Increasing lines of evidence show that the OPC is not merely a passive “recipient” in the CNS, but also closely communicates with myelinating axons,^[^ ^35^ ^]^ T cells,^[^ ^16^ ^]^ and the brain vasculature.^[^ ^17^ ^]^ In the adult mouse brain, OPC depletion impairs astrocytic uptake of extracellular glutamate and triggers neurological symptoms.^[^ ^14^ ^]^ In our study, we discovered a novel paracrine‐mediated OPC regulatory mechanism of astrocyte development, suggesting a new role of OPCs in modulating brain function and diseases, which may explain previous findings that a reduced number of oligodendroglial lineage cells is associated with the altered astrocytic morphology in patients with mental disorders.^[^ ^10^, ^12^ ^]^

As reported previously, proper Wnt signaling is required for choreographed development and function of the CNS.^[^ ^36^ ^]^ The Frizzled family of Wnt ligand receptors are widely expressed in the brain with cell type‐specific inter‐family variety and widely differing expression levels. Specific receptors in the family possess a preference for different subsets of Wnt ligands, thereby enabling a mechanism of differential regulation between cell types.^[^ ^30^, ^37^ ^]^ For examples, Wnt7a and Wnt7b have been shown to be responsible for changes in OPCs,^[^ ^31^ ^]^ neurons,^[^ ^38^ ^]^ as well as brain vasculature.^[^ ^31^, ^32^, ^33^, ^39^ ^]^ Interestingly, previous studies report that neurons and endothelial cells respond to Wnt7a at a high concentration (50 ng mL^−1^ and 0.5 µg mL^−1^, respectively),^[^ ^33^, ^38^ ^]^ but we found that astrocytes can respond to a comparably lower concentration of exogenous Wnt7a (0.15 ng mL^−1^), and especially Wnt7b (0.45 ng mL^−1^). This suggests that astrocytes are more sensitive to Wnt7a and Wnt7b during development as compared to other brain cell types, and it would be more feasible to control astrocyte development by regulating Wnt/*β*‐catenin signaling. Indeed, the astrocytic maldevelopment in parental isolation mice was found to be restored by the replenishment of Wnt7a/b or partly restored by Wnt7b in our study. This indicates that the early dysfunction of astrocytes can be reversed by enhancing OPC‐astrocyte crosstalk and reinforcing their Wnt/*β*‐catenin signaling, implying a possible strategy for the intervention or treatments of parental isolation‐related neuropsychiatric diseases.

OPCs localize throughout the CNS and continuously differentiate into myelinating OLs from the early postnatal stages, which leads to difficulties in dissecting the role of OPCs from their myelinating descendants.^[^ ^40^ ^]^ In parental isolated mice, we chronologically traced the developmental changes in the early stages, and found that astrocytic development is impaired as early as P7 prior to OL differentiation/myelination. Moreover, specifically knocking out Wnt7b in OPCs resulted in astrocytic abnormalities and neuronal dysfunction in the hippocampus at an earlier stage as compared to OL differentiation. Though the connection of OL myelination to neuropsychiatric symptoms at the later stages of our models cannot be yet fully ruled out, our evidence demonstrates a novel Wnt paracrine‐dependent but myelination‐independent function of OPCs, which may provide a new therapeutic target for the onset of the early life stress‐related mental disorders.

## 4 Experimental Section

### Mice

All mice were housed in a temperature‐ and humidity‐controlled environments with free access to standard chow and water and on a 12 h/12 h light/dark cycle according to the guidelines of laboratory animal welfare and ethics committee of the Third Military Medical University. All mouse strains were maintained in the Third Military Medical University specific pathogen‐free animal facility.

The C57BL/6 wild‐type mice were purchased from the university animal breeding center. To establish the parental isolation model, isolation treatment was conducted between P2 to P12, where mouse pups were separated from their parents and housed individually for 8 h daily from 9:00 to 17:00, and were then returned to their parents from 17:00 to 9:00 (+1 day). To establish the Father‐only control group, the littermates were separated from the mothers but remain with their fathers during the separation period.

Pdgfra^CreER/+^ and DTA mice were described previously.^[^ ^24^, ^41^ ^]^ They were gifted by Dr. Stephen Fancy (University of California San Francisco), and crossed together to generate Pdgfra^CreER/+^:DTA/+ mice and the non‐creER:DTA/+ littermate control. To achieve OPC‐specific DTA expression and subsequent OPC elimination, tamoxifen (Sigma‐Aldrich, Cat: T5648, dissolved in 10% ethanol and 90% sunflower oil at 10 mg mL^−1^) was administrated via oral gavage daily from P4 to P7 at the dosage of 10 mg kg^−1^.

ROSA‐YFP reporter mice were described previously^[^ ^42^ ^]^ and were gifted by Dr. Stephen Fancy. These mice were crossed with the Pdgfra^CreER/+^ mice to validate the oligodendroglial‐specific targeting. Cre‐mediated recombination was induced using the same protocol as in the Pdgfra^CreER/+^:DTA/+ mice.

hGFAP^CreERT2^ mice were a generous gift from Dr. Christian Giaume (Collège de France) (MGI:4418665) and were described previously.^[^ ^43^ ^]^ mT/mG mice were obtained from the Jackson Laboratory (Cat: 007676) and were previously described.^[^ ^44^ ^]^ These two strains were mated to visualize astrocytic morphology after 3 consecutive days of daily tamoxifen treatment.

Wnt7a‐flox and the Wnt7b‐flox mice were newly generated using the CRISPR‐Cas9 system by the insertion of loxP sites flanking exon 3 and 4 of Wnt7a, and exon 4 of Wnt7b, respectively, into C57BL/6 mouse zygotes, which were transferred to pseudo‐pregnant CD1 mice at the blastocyst stage. These procedures were performed by Gempharmatech Co., Ltd. in China. The mice were then crossed with Pdgfra^CreER/+^ mice to generate Pdgfra^CreER/+^: Wnt7a‐flox/flox or Pdgfra^CreER/+^: Wnt7b‐flox/flox conditional knockout (KO) mice. Non‐CreER: Wnt7a‐flox/flox or non‐CreER: Wnt7b‐flox/flox littermates were used as the control group.

### Primary Cell Cultures

Primary astrocytes were isolated from P1‐2 mouse brains as previously described.^[^ ^45^ ^]^ Cells were cultured in Dulbecco's modified Eagle medium (DMEM) with 10% fetal bovine serum (FBS) and plated on poly‐L‐lysine‐coated coverslips.

The mouse OPCs were prepared by immunopanning from P7 mouse cortices as previously described.^[^ ^46^ ^]^ Briefly, panning dishes were incubated with secondary and primary antibodies sequentially. Mouse brain cerebral hemispheres were diced and dissociated using papain at 37 °C for 75 min. After trituration, cells were resuspended in a panning buffer and then incubated at room temperature sequentially on three immunopanning dishes: Ran‐2, GalC, and PdgfaR. The isolated OPCs were then cultured in the OPC‐proliferation medium on poly‐D‐lysine‐coated plates.

For astrocyte‐OPC co‐culture, the purified OPCs (4.5 × 10^4^ cells per well) were seeded onto primary astrocytes in 24‐well plates and maintained in OPC‐proliferation medium.

For in vitro endothelial cell experiments, primary cultured rat endothelial cells were isolated from P14 SD rats as previously described,^[^ ^17^ ^]^ and cultured on collagen type I and fibronectin pre‐coated coverslips for immunostaining. Conditioned medium (75% fresh medium + 25% conditioned medium) and exogenous Wnt ligand treatment experiments were conducted by culturing cells for 24 h.

### Behavioral Tests

All mice were kept in a controlled environment (25 °C) with free access to food and water, and housed on a 12 h/12 h light/dark cycle. All tests were performed from 12:00 to 18:00. After each trial, all apparatus were wiped with 30% ethanol to remove residual smell cues. For all behavioral experiments, investigators were blinded to genotype, and care was taken to handle the mice gently to avoid stress. At least eight mice were included in each experimental group in the behavioral tests.

*Cliff Avoidance Reaction Test*: This experiment was performed to evaluate the impulsive behavior as described previously.^[^^47^^]^ Briefly, the cliff avoidance reaction (CAR) was assessed using a round plastic platform (diameter of 16 cm; thickness of 2 cm), supported by an iron rod (height of 50 cm). The platform was secured such that animal movement did not affect platform stability. The floor below the platform was carpeted to prevent injury from the animal fall. The test was initiated by gently placing a single animal on the platform. Latency from the initial placement on the platform until falling and the incidence of falling were recorded. The incidence of impaired CAR was calculated as a percentage index for each group: %(CAR)  =  the number of intact CAR mice (which did not fall from platforms)/total numbers of tested mice × 100. The end of the test was determined when the mice fell from the platform or when a total of 1200 s had elapsed.

*Elevated Plus Maze Test*: The elevated plus maze test was used to evaluate anxiety‐related behavior in the mice as previously described.^[^ ^48^ ^]^ The mouse was placed in the elevated plus maze with two opposing closed arms and two opposing open arms. Mouse activity was recorded for a total of 10 min. The number of entries into the open arm and the time spent in the open arm were measured.

*Tail Suspension Test*: The tail suspension test was used to study depression‐associated behavior as described previously.^[^ ^49^ ^]^ Briefly, the mice were suspended by sticking the end of the tail to the edge of a shelf using adhesive tape. Mouse activity was recorded, and immobility time was measured. The test was continued for a total of 6 min.

*Open Field Test*: The experiment was performed using an open field activity system (Biowill, Shanghai, China). Briefly, mice were placed in the center of an open field box (50 × 50 × 50 cm), and their activity was recorded for 20 min. The time and distances traveled in the center zone, as well as the total distances traveled, were measured.

*Novel Object Recognition Test*: The experiment was conducted as described previously.^[^^50^^]^ Briefly, a white polyvinyl plastic square open field (25 cm × 25 cm × 40 cm) with two rectangular plastic objects placed 8 cm away from the walls was set up. The mouse was introduced into the apparatus for 5 min. 2 h later, one of the rectangular objects was replaced by a cylinder (a new toy/novel object) before the mouse was re‐introduced into the apparatus. The discrimination index was determined to be the ratio of the time spent exploring the novel object to the total time spent exploring both objects.

### Osmotic Pump Implantation

Osmotic pumps and catheters were purchased from ALZET (0004317 micro‐osmotic pump model 1002; 0008851 brain infusion kit 3, 1–3 mm) to deliver Wnt ligands directly into the mouse hippocampus. The micro‐osmotic pump was connected to the catheter, filled with 150–200 µL of saline spiked with (or without) Wnt ligands at a fixed concentration (Wnt7a: 50 ng mL^−1^; Wnt7b: 50 ng mL^−1^), then implanted subcutaneously following the manufacturer's instructions (ALZET) in concurrence with previous studies.^[^ ^51^ ^]^ The stereotaxic coordinates for P14 mouse implantation used were as follows: 2 mm cephalic to Lambda, 1.0 mm lateral to Lambda, and 2.0 mm deep in the dorsoventral direction. At P18 (after a 4 day infusion), the pump was removed after the mouse was transcardially perfused with 4% formaldehyde.

### Immunohistochemistry

The method was described previously.^[^ ^17^ ^]^ Primary antibodies used were: Rabbit anti‐NeuN (Abcam, ab177487), Rabbit anti‐c‐Fos (CST, 2250S), Rabbit anti‐BLBP (Abcam, ab32423), Goat anti‐GFAP (Abcam, ab53554), Rabbit anti‐Cx43 (Thermo, 710700), Rabbit anti‐Cx30 (Abcam, ab200866), Rabbit anti‐NG2 (Millipore, MAB5320), Rat anti‐PDGFR*α* (BD Biosciences, 558774), Mouse anti‐Olig2 (Millipore, MABN50), Rabbit anti‐Olig2 (Millipore, AB9610), Mouse anti‐CC1 (Millipore, OP80), Rat anti‐MBP (Millipore, MAB386), Rabbit anti‐Iba1 (Wako, 019–19741), Rabbit anti‐Ki67 (Thermo, MA514520), Goat anti‐GFP (Abcam, ab5450), Rat anti‐CD31 (BD Biosciences, 553370), Rat anti‐PDGFR*β* (Invitrogen, 14‐1402‐81), Rabbit anti‐Wnt7a (Abcam, ab100792), Rabbit anti‐non‐phospho (Active) *β*‐Catenin (CST, 8814S). Images were captured using VS200 Research Slide Scanner (Olympus), FV3000 confocal microscope (Olympus), or Axio Imager M2 with the apotome system (Zeiss).

### TUNEL Assays

To assay for apoptosis, the TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) assay was performed following the manufacturer's instructions (Roche, in situ cell death detection fluorescein, 11684795910). The specimens were then subjected to immunofluorescence staining of NG2. The specimens were observed using a fluorescence microscope at an excitation wavelength in the range of 450–500 nm.

### Acute Brain Slice Preparation

Acute brain slices were prepared as described previously.^[^ ^45^ ^]^ Briefly, brain slices were cut on a vibratome (Leica, VT1200) and transferred to a holding chamber where they were rested on a nylon mesh, submerged in oxygenated artificial cerebrospinal fluid (ACSF) for a stabilization period of 60 min prior to further studies.

### Calcium Imaging

The method has been described previously.^[^ ^52^ ^]^ Briefly, acute brain slices were prepared as described above and then incubated in Rhod‐4 (abcam, Cat: ab112157) following the manufacturer's instructions for examining intracellular calcium assays. The slices were incubated in Rhod‐4 working solution (500 *μ*L in 2 mL ACSF) supplied with 95% O_2_/5% CO_2,_ in the dark at 37 °C for 30 min, followed by 30 min at room temperature before being transferred to the recording chamber. For imaging and quantification of intracellular calcium waves, confocal images were acquired using an FV1000 Olympus microscope. Slices were placed in a perfusion chamber on the stage of the confocal microscope and perfused with oxygenated ACSF. The calcium imaging experiments were divided into two phases. During the initial phase, baseline fluorescence was collected every 3.45 s for 150 s. In the second phase, the slices were subsequently perfused with oxygenated ACSF, and the fluorescence signal was recorded for another 350 s.

For calcium imaging in primary astrocytes, the cells were incubated with Fluo‐4 in the dark at 37 °C for 30 min before being transferred to the recording chamber. For imaging and quantification of intracellular calcium waves, confocal images were acquired using an FV1000 Olympus microscope. The calcium imaging experiments were consisted of two phases. During the initial phase, the baseline fluorescence was collected every 3.6 s for 300 s, followed by the second phase whereupon KCl (20 × 10^−6^ m) was added to the culture, and fluorescence was collected for another 350 s. Data were analyzed using the cellSens Software (Olympus, Japan).

### gap‐FRAP Assay

Acute brain hemisphere slices were prepared as described above and then were incubated with ACSF containing SR101 (1 × 10^−6^ m) at 37 °C for 30 min. After a 20 min wash in ACSF, slices were placed in a perfusion chamber on the stage of the confocal microscope (FV3000, Olympus) and perfused with oxygenated ACSF during the entire experiment. gap‐FRAP experiments were consisted of a three‐part illumination sequence. During the initial part, the baseline fluorescence was collected every 5 s for 15 cycles on a 158 × 158 µm field, with a low level of laser power to avoid photobleaching. Next, in order to photobleach the cell body of the target astrocyte, the laser scanning area was restricted to a smaller field (15 × 15 µm), whereupon 561 nm laser light was applied at a power of 550 V (80%) for 20 s. Then, the fluorescence recovery was recorded every 5 s during the subsequent 500 s. Images were analyzed offline: the mean fluorescence intensity (F0) of the astrocyte cell body was measured using the cellSens Software (Olympus, Japan). F0 was obtained from the first value of the baseline recording. The fluorescence intensity of each time point was normalized to F0 and then expressed as the percentage of F0 (Ft/F0%). The percentage of recovery was calculated by using the plateau value (the average of the last six values of the recording) subtracting the value of the first time point after photobleaching. All studies were performed in the CA1 region of the hippocampus at a depth of 25 µm below the surface to ensure that the cells of interest were not been damaged during slicing.

### OPC/OL Conditioned Medium and Membrane Protein Collection

The purified OPCs (6 × 10^5^ cells per well) were plated in coated six‐well plates in 2 mL OPC‐proliferation medium. The OPC‐conditioned medium was collected 48 h later and replaced with an OPC‐differentiation medium. The medium was collected after 48 h as the pre‐OL conditioned medium, with new OPC‐differentiation medium replenished to the cells. The medium was then collected after 48 h as the OL‐conditioned medium. The purified OPCs and OLs in coated 6 cm dishes were scraped at the indicated time points and disrupted by repeated freeze–thaw cycles. The cell pellet was washed with pre‐cold DMEM twice, resuspended in DMEM, and homogenized using a probe sonicator on ice.

### Scratch Loading and Dye Transferring Assay

For functional gap junction evaluation in vitro, the scratch assay was conducted as previously described.^[^ ^53^ ^]^ Briefly, astrocyte cultures were grown to confluency before the assay. Cells were rinsed with CaMg‐PBS (phosphate‐buffered saline). 1 mg mL^−1^ solution of Lucifer yellow dye (L0259; Sigma) was added to cover the cell monolayer, and the cells were scraped using a surgical blade. After 1 min incubation at room temperature, the cells were washed thoroughly with PBS and re‐incubated with culture medium, then observed under a fluorescence microscope.

### EdU Assay

Primary cultured endothelial cells were treated with OPC‐CM, OL‐CM, and Wnt ligands. XAV939 was used as the Wnt pathway inhibitor. Endothelial cells were cultured with those conditions for 24 h for the proliferation assay. To label the dividing endothelial cells, 5‐ethynyl‐2’‐deoxyuridine (50 × 10^−6^ m) was diluted 1:1000 in culture medium and added to wells for 1 h incubation. Then endothelial cells were fixed for 15 min in 4% paraformaldehyde and stained using the EdU Imaging Kit (Ribobio, C10310‐3).

### RNA‐seq

RNA‐seq experiments were performed using freshly isolated astrocytes and OPCs from the Father‐only group and the Isolated group at P7. Astrocytes and OPCs were isolated by immunopanning as described previously.^[^ ^46^, ^54^ ^]^ RNA was extracted from the isolated cells by Trizol (Thermo) according to the manufacturer's protocol. RNA‐seq was performed by the Beijing Genomics Institute (BGI). Differential expression analysis was performed on read counts using DESeq2. Pair‐wise comparisons were performed between the Father‐only and the isolated littermates. Differentially expressed genes were selected by using a significance threshold of FDR < 0.05, log2FC > 0.26 or log2FC < −0.26, and subjected to pathway enrichment analysis using DAVID (https://david.ncifcrf.gov/).

### Enzyme‐Linked Immunosorbent Assay (ELISA)

To examine the concentrations of Wnt3a, Wnt7a, and Wnt7b proteins in OPC/OL conditional medium and brain lysates, ELISA kits specific to the ligands (mouse Wnt3a Elisa Kit, CSB‐EL026136MO; mouse Wnt7a Elisa Kit, CSB‐EL026141MO; mouse Wnt7b Elisa Kit, CSB‐EL026142MO; CUSABIO) were used according to the manufacturer's instructions. The OD values were determined by measuring the absorbance at 450 nm using a microplate reader (Bio‐RAD, Model 680). Independent experiments were performed in triplicate.

### RT‐qPCR

Total ribonucleic acid (RNA) was isolated using RNeasy Plus Mini Kit (Qiagen, 74134). Quantitative polymerase chain reaction (qPCR) was performed with the Real‐time PCR Detection System (Roche) and FastStart Universal SYBR Green Master (Roche, 04913850001). Amplification and melt curve analysis was performed. For each sample, independent repeats were performed in triplicate.

### Western Blot

Sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS‐PAGE) Western blot was carried out to quantify Cx43, GFAP protein level changes. Protein samples were separated on 10% SDS‐PAGE gels, transferred to nitrocellulose membranes and probed with antibody against Cx43 (Rabbit, Thermo, 710700), GFAP (Rabbit, Abcam, ab7260). *β*‐actin was used as protein loading control (Mouse, Beyotime, AF0003). Protein bands were visualized by chemiluminescence (ECL Plus, GE Healthcare) after incubation with HRP‐conjugated secondary antibodies. Images were captured by ChampChemi 610 Chemiluminescence Imaging System (Beijing Sage Creation, China). Band intensity was quantified using the Image Pro Plus image analysis system.

### Quantification Methods

Images captured with the Olympus VS200 Research Slide Scanner were used to quantify cell numbers. The number of cells in a fixed area in the CA1 region was quantified manually. Quantification of Cx43 and Cx30 area, or the number of cell branches was done using images captured by the Zeiss Axio Imager M2, which were then analyzed using the Fiji software. For quantification of immunohistochemistry of mouse samples, at least three brain slices were analyzed for each mouse, and three mice were analyzed for each experimental group. For quantification of cell culture, three coverslip repeats were done for each treatment group, while at least five images from each coverslip were analyzed.

### Statistical Analysis

Statistical significance between groups was determined using the GraphPad Prism software 9.0 (GraphPad Software, San Diego, CA, USA). Data collected were normalized to the control group. All graph data were presented as the mean ± SD unless specified otherwise. For behavioral experiment, *N* ≥ 7 mice. For immunohistochemistry, RT‐qPCR, Western blot, and RNA‐seq experiments, *N* = 3 mice. For primary cell culture experiments, N = 3 independent experiments. Data for gap‐FRAP (*n* ≥ 10 cells) and calcium imaging experiment (*n* ≥ 27 cells) were pooled from three independent experiments. The sample size per group was determined in accordance with previous publication with similar methologies. No data were excluded from statistical analysis. Data normality was accessed by the Shapiro–Wilk test. The unpaired *t*‐test was used to determine the significance between two experimental groups, while one‐way analysis of variance (ANOVA) was used to determine statistical significance when comparing multiple groups. All statistical tests were two‐tailed. *p*‐values less than 0.05 were considered statistically significant. Significant statistical results were indicated as: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Y.X.W. and Y.X.S. contributed equally to this work. Conceptualization, J.Q.N.; Methodology, C.J.Y. and J.Q.N.; Investigation, Y.X.W., Y.X.S., X.R.W., G.D.Y., Y.J.C., and R.L.; Visualization, Y.X.W., Y.X.S., and J.Q.N.; Writing—Original Draft, Y.X.S. and J.Q.N.; Writing—Review & Editing, C.J.Y., L.X., and J.C.S.; Resources, X.Y.C. and B.Y.; Funding Acquisition, C.J.Y., L.X., J.C.S. and J.Q.N.; Supervision, C.J.Y., L.X., and J.Q.N.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

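RNA was sequenced from immunopanned astrocytes of P7 pups, 3 Father-only and 3 Isolated libraries. The authors deposited 1 table of FPKM values per gene, rounded to 2 decimals, with gene identifiers and symbols. The header calls the values expression only. They were read as FPKM because RSEM is listed in the submitters' processing notes, because they do not sum to the total that TPM would, and because low values rise in steps that depend on transcript length. These notes list HISAT2 2.0.4, Bowtie2 2.2.5, RSEM 1.2.12, DESeq2 1.4.5 and the build mm10, and the annotation is not given in the sources used here. FPKM values are relative to the library total, so a change in abundant genes moves all others, and RSEM divides reads between similar genes by a model. Read counts were not used here, and the RNA-seq of OPCs was not analysed here.

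Of the 19100 genes, 37 had a number in place of a symbol (22 of them a date made from a gene name), and 26 were renamed from the gene identifier. Coordinates come from RefSeq on the mm10 assembly, in which 18960 identifiers were found. Transcript length and GC content come from the longest GENCODE transcript of a gene and were found for 98.9% of the tested genes. Xist was not among the symbols. Of the list of oligodendrocyte markers, 1 result for a single gene is not reported here.

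The planned test was a count model, with a test for normalized values in case no counts were given, and the second was used. It was limma 3.58.1 in R 4.3.3, with a trend in the prior variance, on log2(FPKM + 1) over the 13203 genes with a mean of at least 1 FPKM, without covariates, with Benjamini-Hochberg adjustment and the paper's threshold. Lists of genes were tested with camera (preset inter-gene correlation of 0.01, and estimated) and fry, adjusted over 15 lists, and the excess of lower genes with a one-sided Fisher's exact test against the tested genes. Ratios of group means are given where genes below the filter are included. The 15 lists (Wnt pathway, Wnt targets, Rap1, glucocorticoid response, dissociation response and 10 lists of cell type markers) were written from general knowledge before the data were examined. Cspg4 is on both the OPC and the pericyte list. No set test was run on the genes of Figure 4E and 4F, which were read from the picture.

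The method was tested on simulated data for the comparison of Isolated with Father-only, with the means and spreads of the 13203 genes and 200 changed genes in each of 10 runs. It called 2.0% of the genes changed by 0.15 on the log2 scale, 65.0% of those changed by 0.3, 99.6% of those changed by 0.6 and all of those changed by 1.2. Of 130030 unchanged genes 58 were called.

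For the depth, FPKM times effective length was searched for its period in short genes with 1 transcript. The values lay on multiples of this period with a mean cosine of 0.241 to 0.347 per library, against at most 0.18 in 100 shuffles of the lengths. The estimate was 21500000 to 22500000 fragments for an assumed fragment length of 150 nucleotides and 20600000 to 24100000 over lengths of 100 to 200.

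The genes named in the text are those the paper names for the astrocyte RNA-seq or draws in Figure 4E and 4F, those it measured by other assays, Wnt4, Wnt10a, Itgb5, the 5 largest rises and 5 largest falls past the threshold with a mean of at least 10 and groups that do not overlap, ligand and receptor genes past the threshold, and sex-linked genes. The rule gave the minimum in counts per library total, and 10 FPKM was used in its place.

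The alternatives were pseudocounts of 0.1 and 5, no filter and a mean of at least 5 FPKM, each library left out, the replicate number as a block, a trend with transcript length and GC content removed by loess from each library, the block with that trend removed, other thresholds, an estimated inter-gene correlation, and lists without the genes of Figure 4E. Scaling by medians of ratios and by upper quartiles was added later. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.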

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

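The tests of a length and GC content trend in the oligodendrocyte and endothelial genes were chosen after the result had been seen, and the other tests here after the pattern had been noticed. The paper does not discuss these genes in its astrocyte RNA-seq, apart from Ddx3x. The estimated depth was close in the groups, and no sequencing batch is given in the sources used here.

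Oligodendrocyte genes were lower in the Isolated libraries, although the cells were panned for astrocytes. All 7 tested markers were lower, with a median log2 fold change of -0.34 (camera with a preset correlation, adjusted p = 3.34e-10; with an estimated one, 0.0772). Mbp, Mag, Cldn11 and Mobp, named after their values were seen, passed the threshold. Mbp was at 129.4 ± 2.27 FPKM (SD, n = 3) in the Father-only and 99.9 ± 3.26 FPKM in the Isolated libraries. Cnp had a log2 fold change of -0.064. The tables argue against a trend with length and GC content, since 108% of the list's median was left once it was removed. Less oligodendrocyte RNA would also lower oligodendrocyte genes outside the list. A first test on the list's own markers would have repeated the pattern. It was replaced by genes outside the list, fixed before their values were seen. Of 12 such genes 9 were lower, with a median log2 ratio of -0.19 (from -0.42 to 0.29). This is below 0 and short of the -0.26 taken beforehand as the mark of less oligodendrocyte RNA. OPC markers had a median of -0.048 (camera, adjusted p = 0.238). Less RNA from oligodendrocytes carried through the panning therefore cannot be told apart from a change in a part of their genes. From staining of other samples the paper reports fewer OPCs in the hippocampus of isolated mice, with an unchanged proportion of mature cells in the lineage and unchanged myelin. Whether the lower values come from the brains or from the panning was not tested.

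Endothelial markers were lower as well. All 8 tested were lower, with a median log2 fold change of -0.16 (camera with a preset correlation, adjusted p = 2.42e-07; with an estimated one, 0.0693). The most abundant, Cldn5, was at 264.2 ± 8.27 and 260.8 ± 21.5 FPKM. Removing the trend with length and GC content left 103% of the median, which argues against that trend. The 13 other endothelial genes tested for less endothelial RNA were all lower, with a median log2 ratio of -0.18. Pericyte markers had a median log2 fold change of 0.057 (camera, adjusted p = 0.156). Less endothelial RNA after panning may explain the pattern, although Cldn5 did not follow it, and a change within endothelial cells was not tested.

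Ttr had a log2 fold change of 1.20 and was called with each library left out in turn (1.16 to 1.22). Choroid plexus makes much Ttr, so its RNA may be the source. Of 9 other choroid plexus genes 7 were higher, with a median log2 ratio of 0.23 (from -0.14 to 1.09), most of them at low levels. This median is above 0 and under the 0.26 taken beforehand as the mark of more choroid plexus RNA, so more choroid plexus RNA cannot be told apart from higher Ttr in other cells.

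The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had a median log2 ratio of group means of 0.45 (0.20 to 0.55) and were expressed in all 6 libraries. Kdm5d was at 2.85, 2.92 and 2.68 FPKM in the Father-only and 4.23, 4.00 and 4.10 FPKM in the Isolated libraries, and Ddx3y at 5.02, 5.56 and 6.08 and 6.70, 7.42 and 7.22 FPKM. Kdm5d passed the threshold, but not without Isolated replicate 1 or Isolated replicate 3 (adjusted p = 0.0543 and 0.0584; 0.00396 to 0.0584 over its alternatives), nor with a pseudocount of 5, where its log2 fold change of 0.22 lay inside the limit. A larger share of male RNA would also lower X-linked genes that escape inactivation. Eif2s3x, Kdm6a and Kdm5c were all lower, with a median log2 ratio of -0.070, which is consistent with that share, but the 95% CI of the log2 fold change excluded 0 for Kdm6a alone (-0.31 to -0.061). Ddx3x, drawn in Figure 4E, escapes inactivation too and had a log2 ratio of -0.15, so sex may add to its fall. An effect of isolation on these genes was not tested.

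Spp1 fell by 0.62 on the log2 scale. Itgax and Gpnmb, noticed in the table of all genes, had log2 fold changes of -0.57 and -0.47. Less microglial RNA as a whole is argued against by the 9 microglia markers, with a median log2 ratio of 0.039 and a range from -0.041 to 0.15. A change in a state of microglia may be behind it and was not tested.

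Hspa1a and Hspa1b had log2 fold changes of -0.60 and -0.62, called with each library left out. Both copies fell, so reads moving between them would leave the fall of the pair. A weaker response to tissue dissociation is argued against by the other genes of that list, with a median log2 fold change of 0.099, all of them higher. A difference in heat shock signalling in the pups or during preparation may be behind the pair and was not tested.

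Npy and Sst had log2 fold changes of -0.67 and -0.51. Less RNA from interneurons as a whole is argued against by 8 other interneuron genes, with a median log2 ratio of 0.020. Of these, 4 were lower, the lowest being Lhx6 at -0.15. The 8 genes were chosen for interneurons in general, so less RNA from the cells that make Npy or Sst alone is not excluded. Sst was not called without Father-only replicate 1, Father-only replicate 2 or Isolated replicate 3 (adjusted p = 0.0521, 0.0530 and 0.0785; 0.00195 to 0.0785 over its alternatives), nor without a filter on low values (0.0691). A change within the cells that make these peptides may be behind the falls and was not tested.

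Hes5 rose, with a log2 fold change of 0.49. Higher Notch signalling was tested on 7 other targets, with a median log2 ratio of 0.0088, 4 higher and 3 lower, which leaves it open. Apold1, with a log2 fold change of 0.60, and Hes5 were called with each library left out, and no explanation was tested for Apold1.

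Rpl34-ps1 had a log2 fold change of 0.91 and Zbed5 of 0.78. Rpl34-ps1 lost its call without Father-only replicate 2 or any Isolated replicate (adjusted p from 0.0552 to 0.0940; 0.00559 to 0.0959 over its alternatives), and Zbed5 without any library other than Father-only replicate 3 (from 0.0557 to 0.0905; 0.0220 to 0.114 over its alternatives). Reads shared with Rpl34 may explain the first. Rpl34 was lower, with a log2 ratio of -0.14 and overlapping groups, and the summed FPKM of both had a log2 ratio of 0.040. No explanation was tested for Zbed5.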

How the results depend on the processing

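Scaling by medians of ratios and by upper quartiles was chosen after the data had been seen, as were other pseudocounts and the filter at 5 FPKM for the lists, and that filter, the scalings and leaving out libraries for the principal components. Alternatives that need read counts (size factors and upper quartiles in edgeR, filters on counts and the DESeq2 test) were not run on the FPKM values.

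The number of genes past the threshold (92; 20 higher, 72 lower) was 50 with a pseudocount of 5 (11 higher, 39 lower), which shrinks fold changes, and 56 without a filter (10 higher, 46 lower), where 18785 genes were tested. Without a limit on the fold change it was 141 (36 higher, 105 lower), and with a limit of 1 it was 2 (2 higher, 0 lower), Ttr and Gm14288, the latter named after its value was seen. Under the other settings with all libraries it lay between 79 and 110, and over all these settings, the pseudocount of 5 and no filter included, lower genes made up 72.8% to 82.1% of the calls. With 1 library left out it was 38 to 71 (6 to 20 higher, 32 to 55 lower), with 50 without Father-only replicate 2, 56 without Isolated replicate 1, 61 without Isolated replicate 2 and 38 without Isolated replicate 3. Of the last, 36 were among the 92. Fewer libraries give fewer calls by construction.

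The 6 libraries make 10 splits into 3 and 3. The real one, 1 of the 10, gave 92 genes and the highest of the others gave 1. With 10 splits no share under 0.05 can be reached.

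Of the genes of Figure 4E, 2 passed, and 1 with a pseudocount of 5, where Dab2 had a log2 fold change of -0.26, just inside the limit, or without a filter, where its adjusted p was 0.0844 (0.0182 to 0.119 over its alternatives). With 1 library left out 0 to 2 passed, 0 without Isolated replicate 3 and 1 without Father-only replicate 1, Father-only replicate 2, Isolated replicate 1 or Isolated replicate 2. Of the genes of Figure 4F, 1 passed, and 0 with the trend with length and GC content removed, alone or with the block. There the log2 fold change of Gria2 went from -0.35 (standard error 0.0447) to -0.24 (standard error 0.0355), inside the limit, with adjusted p = 0.0119 (0.00425 to 0.0436 over its alternatives). With 1 library left out 1 passed each time. No ligand or receptor gene passed under any setting run.

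The paper's methods call the groups littermates, so libraries may share litters, but tie no replicate number to a litter, and the numbers did not pair the libraries. Deviations from the group means of libraries with the same number correlated at 0.238, 0.003 and -0.074, and not every library correlated best with its own number (Father-only replicate 3 and Isolated replicate 2, 0.195). With the replicate block 81 genes passed (22 higher, 59 lower), 70 of them among the 92. Of the named genes Zbed5 alone was no longer called (adjusted p = 0.0685; 0.0220 to 0.114 over its alternatives).

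With an estimated inter-gene correlation no list was called. The Wnt target list (median -0.093) had an adjusted p of 0.280, the dissociation list (0.086) of 0.469, the endothelial list (-0.16) of 0.0693, the oligodendrocyte list (-0.34) of 0.0772 and the red blood cell list (0.12) of 0.280. The target list was not called without the genes of Figure 4E either (median -0.068, adjusted p = 0.150; 0.000123 to 0.280 over its alternatives). The dissociation list (0.055 to 0.11 with 1 library left out) lost its call without Father-only replicate 3 (0.060, adjusted p = 0.0671) or Isolated replicate 3 (0.055, adjusted p = 0.111; 0.00298 to 0.469 over its alternatives). The proliferation list was called without a filter (0.14) and with the trend removed, alone or with the block (0.12). The pericyte list was called with the block and the trend removed (0.069) and without Father-only replicate 1 (0.093; 0.032 to 0.093 with 1 library left out). The camera test of the astrocyte list, not called, pointed up, and without Father-only replicate 2 down although its median stayed above 0 (0.044; 0.017 to 0.052 with 1 library left out). The cause was not tested for these changes of lists.

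Fabp7 changed sign with the trend removed, alone or with the block (-0.016), and with scaling by upper quartiles (-0.0014), and ranged from -0.053 to 0.052 with 1 library left out (below 0 without Father-only replicate 1, -0.053, or Isolated replicate 2, -0.025). Wnt4 ranged from -0.070 to 0.018, above 0 without Father-only replicate 3 alone. Neither was called under any setting, and the cause was not tested. Outside fits with a library left out, 419 of 435 results for 49 named genes kept direction and side of the threshold, 10 lost the call, 3 gained it (Ddx3y with the trend removed, alone or with the block, and Uty with the trend removed) and 3 changed sign.

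The groups stayed apart on the first principal component under each setting run. Its share was 32.6% with the 500 genes of highest variance and 40.0% with the filter at 5 FPKM, and 36.5% to 41.2% with 1 library left out.

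A true change of 0.15 lies inside the limit on the fold change, and 2.0% of genes simulated with it were called. Genes with a mean under 1 FPKM, such as Trabd2b, Dkk1 and Wnt10a, did not enter the filtered tests.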

Differences from the paper's values

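The scalings by medians of ratios and upper quartiles were chosen after the data had been seen. The paper draws about 11 Wnt pathway genes as differentially expressed in Fig. 4E, read by eye. Here 2 of them (Tcf7 and Dab2) passed the paper's threshold. Among the alternatives set before the data were examined it was 2 with a pseudocount of 0.1, the filter at 5 FPKM, the replicate block, the trend with length and GC content removed, and both of these together, 1 with a pseudocount of 5 or no filter, and 0 to 2 with 1 library left out. All of these differ from the paper's number, and so do both scalings, with 2.

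About 11 astrocyte function genes are drawn as differentially expressed in Fig. 4F, read by eye, and 1 (Gria2) passed here. Among the alternatives set before the data were examined it was 0 with the trend removed, alone or with the block, and 1 under each of the others. All of these differ from the paper's number, and so do both scalings, with 1.

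The paper's text names Axin2, Apc, Grm5, Slc1a2, Slc38a3, Sparcl1, Aqp4 and Kcnj10 as lower in isolated mice. All 8 had a lower mean in the Isolated libraries, and in 7 the groups did not overlap. None passed the threshold in limma under any setting run, 4 had an unadjusted p under 0.05, and the log2 fold changes ran from -0.22 to -0.058. With the trend with length and GC content removed, that of Slc1a2 went from -0.10 to -0.019, that of Grm5 from -0.10 to -0.032, that of Aqp4 from -0.11 to -0.067, that of Apc from -0.22 to -0.13 and that of Kcnj10 from -0.066 to -0.063, while the falls of Axin2 (from -0.14 to -0.15), Slc38a3 (from -0.058 to -0.083) and Sparcl1 (from -0.085 to -0.10) grew. Lamp1, drawn as higher in Fig. 4F, was higher here too, with a log2 fold change of 0.089.

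Fig. 4D places Rap1 and Wnt signalling first among pathways of the genes lower in the isolated group. With the lists written here, 1 Wnt and 1 Rap1 gene were among the 72 lower genes (Fisher's exact test, one-sided, p = 0.341 and 0.227). Dab2, drawn as a Wnt pathway gene in Fig. 4E, is not on the list written here, and with it 2 Wnt genes were among the 72. Macf1, Ddx3x, Usp34 and Trabd2b of that figure are not on it either. No test was run on a list with these genes, so the p for Wnt depends on the list.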

Other observations

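The tests of the authors' scaling and of a length and GC content trend for Tcf7 and Dab2 were chosen after the result had been seen. The paper measured further genes by RT-qPCR, Western blot or staining in other samples. In the astrocyte libraries Gjb6, the gene of Cx30, was at 11.1 ± 0.650 FPKM (SD, n = 3) in the Father-only and 13.4 ± 0.704 FPKM in the Isolated libraries (limma, log2 fold change 0.25, adjusted p = 0.0674), and Fabp7, the gene of BLBP, at 2418 ± 183 and 2432 ± 107 FPKM. The log2 fold changes of Olig1, Olig2, Pdgfra and Cspg4 were 0.051, 0.050, -0.044 and -0.079, none past the threshold. Notum was at 12.8 ± 0.543 and 11.6 ± 1.16 FPKM (log2 fold change -0.14, adjusted p = 0.315), and Dkk1, below the filter, at 0.103 ± 0.0551 and 0.0633 ± 0.0306 FPKM. Fos was at 305.3 ± 8.90 and 349.0 ± 5.20 FPKM (log2 fold change 0.19, adjusted p = 0.0392), inside the limit on the fold change. The paper counted c-Fos-positive neurons in the hippocampus, whereas this is RNA of dissociated, panned astrocytes, and Fos is on the dissociation list. The value therefore does not bear on the neuronal activity that the paper reports. Itgb5, the target of the panning antibody, was at 94.5 ± 2.94 and 99.6 ± 2.89 FPKM. Eif2s3y was at 11.40, 14.20 and 12.99 FPKM in the Father-only and 15.20, 15.40 and 13.76 FPKM in the Isolated libraries, and Uty at 2.14, 2.54 and 1.94 and 3.68, 3.01 and 2.94 FPKM.

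Of the other lists, the median log2 fold change was 0.037 for 12 astrocyte markers (camera, adjusted p = 0.792; fry, 0.985), 0.039 for 9 microglia markers (0.156; fry, 0.189), -0.017 for 10 neuron markers (0.395; fry, 0.243), 0.031 for 4 ependymal or choroid plexus markers, among them Ttr (0.156; fry, 0.00221), 0.14 for 6 proliferation genes (0.0576; fry, 0.00379), 0.12 for 4 red blood cell genes (0.00624; fry, 0.0266) and 0.086 for the 17 dissociation genes (0.00624; fry, 0.383). Neither the red blood cell nor the dissociation list was called with an estimated correlation.

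Of the genes past the threshold 78.3% were lower, against 49.9% of those with an unadjusted p under 0.05 (1150 higher, 1146 lower). With the genes in 5 groups of near-equal size by transcript length, 12 lower and 10 higher genes past the threshold were in the group of the shortest transcripts and 17 lower and 1 higher in that of the longest. Across genes, Spearman's correlation of transcript length with the log2 fold change was -0.23 and that of GC content 0.20, and genes are not independent replicates. Once a trend with both was removed 74.7% of the genes past the threshold were lower, and after scaling by medians of ratios 80.0%, which argues against either as the whole reason.

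The tested genes of Figure 4E had a median log2 fold change of -0.21, and -0.14 once the trend was removed, so that 67.1% was left, which leaves open how much of the fall comes from the trend. All 10 were still lower, 9 with an upper 95% limit below 0. A part of the fall may come from the trend. The largest parts were lost by Usp34 (-0.13 and -0.027), Macf1 (-0.20 and -0.088), Apcdd1 (-0.15 and -0.084) and Apc (-0.22 and -0.13). For Tcf7 and Dab2 103% of the mean was left, which argues against it for that pair. Lower Wnt/β-catenin signalling was tested on the target list without the genes of Figure 4E, with a median log2 fold change of -0.068, 8 of 11 lower and a camera p of 0.110, which leaves it open. In the Wnt pathway list without these genes 48 of 70 were higher, with a median of 0.039 and a camera p of 0.0264 (adjusted, 0.0660). With them it was 48 of 76, with a median of 0.036 and an adjusted camera p of 0.395. Every gene removed from either list was lower, which by itself moves the rest upward, so neither result can decide the question.

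The hypothesis that isolation raises glucocorticoid target genes in astrocytes was tested on 14 genes, 7 higher and 7 lower, with a median log2 fold change of 0.030 (camera, adjusted p = 0.156; fry, upward, 0.0256). Mt2, named after its value was seen, passed the threshold (log2 fold change 0.32, adjusted p = 0.0112). Members that go both ways leave the hypothesis open.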
